# Nutrigenomics in honey bees: digital gene expression analysis of pollen's nutritive effects on healthy and varroa-parasitized bees

**DOI:** 10.1186/1471-2164-12-496

**Published:** 2011-10-10

**Authors:** Cédric Alaux, Christelle Dantec, Hughes Parrinello, Yves Le Conte

## Abstract

**Background:**

Malnutrition is a major factor affecting animal health, resistance to disease and survival. In honey bees (*Apis mellifera*), pollen, which is the main dietary source of proteins, amino acids and lipids, is essential to adult bee physiological development while reducing their susceptibility to parasites and pathogens. However, the molecular mechanisms underlying pollen's nutritive impact on honey bee health remained to be determined. For that purpose, we investigated the influence of pollen nutrients on the transcriptome of worker bees parasitized by the mite *Varroa destructor*, known for suppressing immunity and decreasing lifespan. The 4 experimental groups (control bees without a pollen diet, control bees fed with pollen, varroa-parasitized bees without a pollen diet and varroa-parasitized bees fed with pollen) were analyzed by performing a digital gene expression (DGE) analysis on bee abdomens.

**Results:**

Around 36, 000 unique tags were generated per DGE-tag library, which matched about 8, 000 genes (60% of the genes in the honey bee genome). Comparing the transcriptome of bees fed with pollen and sugar and bees restricted to a sugar diet, we found that pollen activates nutrient-sensing and metabolic pathways. In addition, those nutrients had a positive influence on genes affecting longevity and the production of some antimicrobial peptides. However, varroa parasitism caused the development of viral populations and a decrease in metabolism, specifically by inhibiting protein metabolism essential to bee health. This harmful effect was not reversed by pollen intake.

**Conclusions:**

The DGE-tag profiling methods used in this study proved to be a powerful means for analyzing transcriptome variation related to nutrient intake in honey bees. Ultimately, with such an approach, applying genomics tools to nutrition research, nutrigenomics promises to offer a better understanding of how nutrition influences body homeostasis and may help reduce the susceptibility of bees to (less virulent) pathogens.

## Background

The availability of environmental nutrients is a key determinant of organism growth and survival. Therefore, signal transduction and the transcriptional network linking extracellular nutrients to the expression of metabolic genes have been widely studied in model organisms, like single cell organisms [1] and the fruit fly [2]. In addition, nutrients in the diet play a crucial role in developing optimal immune response, such that a deficient or improper diet can have negative consequences on the susceptibility to a variety of pathogens [3,4]. This relationship between health and nutrition has led to the development of a new scientific discipline, called nutrigenomics, that integrates high-throughput genomics tools with nutrition research [5,6]. One of the main goals is to understand how nutrition influences metabolic pathways and homeostasis of the organism and ultimately develop "dietary-intervention strategies to recover normal homeostasis and to prevent diet-related diseases" [6].

The honey bee (*Apis mellifera*) is an important model for such studies, because its dietary requirements are well known [7] and the sequencing of its genome has been completed [8]. If floral nectar (carbohydrates) represents the energetic fuel of honey bees, pollen provides the nutrients required for their internal organ development [7]. Protein constitutes 2.5 to 61% of the dry mass of pollen [9], which is virtually the only source of protein naturally available. Nutrients reported also include lipids (1-20%), amino acids, starch, sterols, vitamins and minerals [10,11]. Together these nutrients combine to make pollen nutrition one of the most important factors influencing the longevity of newly-emerged bees [12]. In addition, proper quantity and quality of pollen not only reduce sensitivity to pesticides [13], but also help the bees to fight against pathogens, like microsporidia [14], bacteria [15] and virus [16], as pollen nutrition actually enhances honey bee immune function [17]. However, the influence of pollen nutrition on honey bee health and resistance to disease cannot be fully understood without determining how nutrients act at the molecular level. This research gap coupled with the availability of new genomic tools in honey bees makes the development of a nutrigenomics approach in honey bees relevant.

Using this approach, we attempted to determine the pollen-induced molecular mechanisms that influence honey bee health. For that purpose, we characterized the transcriptome changes caused by pollen feeding in normal and sick bees. Sick bees were parasitized by the mite *Varroa destructor*, which is an ectoparasite that feeds on the hemolymph of immature and adult bees [18] and in this way infects bees with viruses [19]. The consequences are dramatic since varroa parasitism provokes the deficiency of the honey bee physiological metabolism and immune system [20,21]. Previous studies analyzed the transcriptional response to mite parasitism in prepupae [22] and pupae [23]. Here, the transcriptome analysis was performed on whole abdomen of adult bees, which encompasses the midgut, where pollen digestion takes place, and the fat body, the main site of antimicrobial peptide synthesis and nutrient storage. Here, we used the digital gene expression (DGE) method to perform a deep transcriptome analysis of bees fed with pollen. This method combines the sequencing serial analysis of gene expression (SAGE) principle with the sequencing technology for generating a digital output proportional to the number of transcripts per mRNA [24]. The benefit of not requiring presynthesized oligonucleotide probes (as in microarrays) allows the direct enumeration of transcripts, which is highly replicable, accurate and comparable across experiments [25,26]. In addition, the quantification of weakly expressed genes can be analyzed which cannot be assessed using microarray. After generating the DGE-tag libraries we determined how pollen feeding influences metabolic pathways, genes affecting lifespan, immune functions and virus prevalence.

## Results and discussion

### Statistics of tag sequencing

Four DGE-tag libraries were generated from our experimental groups: control bees without a pollen diet (V-P-), control bees fed with pollen (V-P+), varroa-parasitized bees without a pollen diet (V+P-) and varroa-parasitized bees fed with pollen (V+P+). In total, around 14 × 10^6 ^tags (excluding the adaptor sequences) were sequenced from each library (see Table 1 for details). 

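Each of the 4 libraries came from 1 pool of 12 abdomens of bees aged 8 days, so there was 1 library per treatment. The paper gives a cage temperature of 32°C, and the sample labels give 28°C. In this method, cDNA made from messenger RNA is cut by the enzyme DpnII at GATC, a second enzyme releases a 20-bp tag beside the site, and the copies of each tag are counted. The authors removed adaptors and ambiguous reads, kept tags with a perfect match to honey bee coding sequences or to virus genomes, and deposited the raw number of copies of each distinct tag with its gene or virus, position and strand. No normalization was applied to these counts. How tags matching several genes were assigned is not named in the paper's text, so the counts of near-identical genes are uncertain to that extent. Of the 14471228 tags that Table 1 gives for V-P-, 4373417 were aligned. The aligned tags numbered 4616713 of 13316644 in V-P+, 7195133 of 14138414 in V+P- and 7566291 of 13598573 in V+P+. To compare a pair of libraries, every tag was tested by a two-sided Fisher's exact test on its copies against the total aligned tags, virus tags included, with Benjamini-Hochberg adjustment over all tags seen in either library and a threshold of Q < 0.01. A gene was called up- or downregulated when at least 1 of its tags passed, and genes with tags passing in both directions were counted apart. For single genes, the copies of all tags of the gene on both strands were added and tested in the same way over all genes, and the log2 odds ratio is given. With 1 library per treatment, these tests compare 2 libraries and not the treatments, and the differences have no replicate check. The 95% confidence intervals cover counting error only, and they treat every copy as an independent molecule. Copies made by PCR are not independent, so the intervals can be too narrow even for that error.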

The libraries from varroa-parasitized bees contained more aligned tags (~7.3 × 10^6 ^tags) than non-parasitized bees (~4.5 × 10^6 ^tags). This higher number of aligned tags is due to the increase in tags matching virus sequences, which reached 1, 417, 481 in the V-P- library, 824, 212 in V-P+, 4, 258, 724 in V+P- and 5, 061, 614 in V+P+. These virus tags represent 32% of the total number of aligned tags in the V-P- library, 18% in V-P+, 60% in V+P- and 67% in V+P+. This clearly shows that varroa triggers a boost of pathogen loads in bees. This was likely induced by repeated varroa feeding on bees hemolymph that not only affect bee physiology but also contribute to the transmission of different viruses [19,21,27,28]. In addition, we noticed that healthy (non-parasitized) bees, which were fed with pollen, had an overall lower load of pathogen tags than bees restricted to a sugar diet. However, few viruses were present at significant different levels between each treatment group (see the *Effects of pollen feeding and varroa parasitism on virus prevalence*).

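The tags on virus sequences amounted to 32.4% of the aligned tags in V-P-, 17.9% in V-P+, 59.2% in V+P- and 66.9% in V+P+. The widest exact binomial interval (Clopper-Pearson), that of V-P-, ran from 32.4 to 32.5%. The tags on honey bee genes numbered 2955936 in V-P-, 3792501 in V-P+, 2936409 in V+P- and 2504677 in V+P+. As a share of all sequenced tags, adaptor sequences excluded, virus tags made up 9.80% in V-P-, 6.19% in V-P+, 30.1% in V+P- and 37.2% in V+P+, and tags on honey bee genes made up 20.4%, 28.5%, 20.8% and 18.4% in the same order. Leaving out tags with fewer than 10 copies gave virus shares of 32.9%, 18.1%, 59.7% and 67.4% of the aligned tags.

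**Figure D1:**
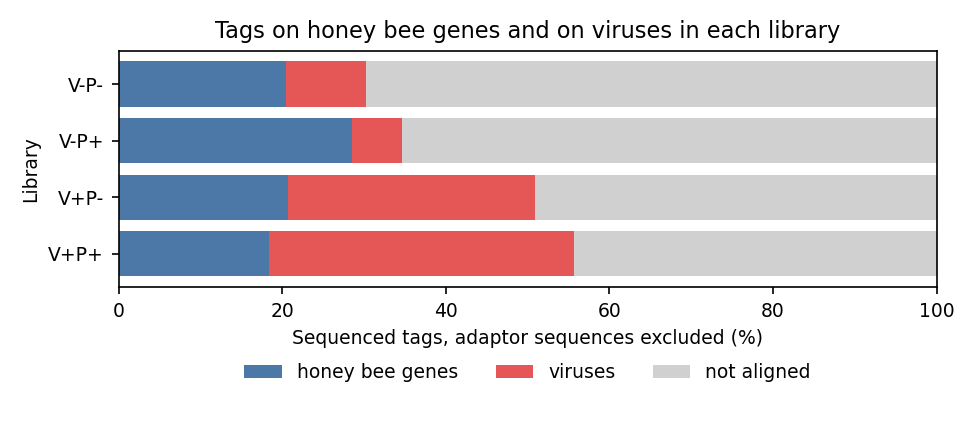
Share of the sequenced tags of each library, adaptor sequences excluded, that lay on honey bee genes, on viruses or were not aligned, in percent. The virus share was 9.80% in V-P- and 6.19% in V-P+ against 30.1% in V+P- and 37.2% in V+P+.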

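Between the libraries of healthy bees, the ratio of the virus share of aligned tags in V-P+ to that in V-P- was 0.551. The ratio was 0.632 when the virus tags were set against all sequenced tags, and 0.453 when they were set against the tags on honey bee genes. The fall was not shared by every virus, since tags of DWV and KV were more abundant in V-P+ than in V-P- under each of these totals.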

**Table 1:** Statistics of DGE sequencing

Summary	V-P-	V-P+	V+P-	V+P+
Total tags	20, 397, 219	17, 130, 032	19, 857, 085	20, 633, 649
Total filtered tags	14, 817, 859	13, 508, 333	14, 346, 766	13, 867, 965
Total tags excluding adaptor sequences	14, 471, 228	13, 316, 644	14, 138, 414	13, 598, 573
Total aligned tags	4, 373, 417	4, 616, 713	7, 195, 133	7, 566, 291
Distinct aligned tags	35, 151	38, 719	37, 873	33, 438
Number of unique honey bee gene hit	7, 967	8, 035	8, 142	7, 935

Number of digital tags generated from the four libraries: control bees without a pollen diet (V-P-), control bees fed with pollen (V-P+), varroa-parasitized bees without a pollen diet (V+P-), varroa-parasitized bees fed with pollen (V+P+).

These distinct tags and their genomic count as well as raw data are available from NCBI Gene Expression Omnibus (GEO) database with the accession number: GSE25161. 

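V-P- held 35151 distinct aligned tags, V-P+ 38719, V+P- 37873 and V+P+ 33438. The tags seen once made up 33.9% of the distinct tags in V-P-, 38.2% in V-P+, 40.3% in V+P- and 39.9% in V+P+. Those seen from 2 to 10 times made up 42.6%, 39.7%, 38.0% and 38.5%, in the same order. Of the 67932 distinct tags found in any library, 16789 were found in all 4. Counting only tags seen at least 10 times changed these numbers most, to 8669 distinct tags in V-P-, 8959 in V-P+, 8619 in V+P- and 7598 in V+P+.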

The number of distinct aligned tags was similar between each library (Table 1) and their distribution shows a consistent pattern across the 4 DGE libraries, with most of the distinct tags (34 to 40%) appearing only once and around 40% appearing between two and ten times (Additional file 1). The percentage of tags with a high count number dropped dramatically and only 1% of distinct tags have a count above 1, 000. Such pattern of DGE-Tag profiling was previously observed in honey bee heads [29] and in others insects and vertebrates [30,31]. 

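Tags with a count over 1000 were 1.16% of the distinct tags in V-P-, 1.28% in V-P+, 1.20% in V+P- and 1.19% in V+P+. They held 77.3%, 77.8%, 85.7% and 89.0% of all aligned copies, in the same order.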

In total, around 8, 000 honey bee genes were maps from the four abdominal libraries (Table 1), which represents approximately 60% of the genes so far identified from the honey bee genome [8]. 

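Tags were found on 7967 genes in V-P-, 8035 in V-P+, 8142 in V+P- and 7935 in V+P+. In total 8881 genes had a tag in at least 1 library, and 7159 had one in all 4. Of the remainder, 601 genes were seen in a single library, with a median of 1 copy, so their absence from the others was not detectable at this depth. With only tags seen at least 10 times, the number of genes hit was 5116 in V-P-, 5190 in V-P+, 5201 in V+P- and 4861 in V+P+.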

As a comparison, 55 to 60% of the genes were also found to be expressed in the bee brain using DGE and microarray analysis [29,32].

### Differentially expressed genes and profiling of marker gene expression

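Among genes with at least 100 copies in the 2 libraries together, the largest changes were listed for each comparison. From V-P- to V-P+, vitellogenin (GB13999) had the largest rise, and GB16948 came next, with 1 copy and 318 copies (odds ratio 301, 95% interval 53.7 to 11936). The largest falls were those of Hymenoptaecin (GB17538), from 545 to 13 copies, and GB11943, which Additional file 2 pairs with the fly ortholog Probable cytochrome P450 305a1, from 130 to 4 copies. From V+P- to V+P+, GB13473 rose from 10 to 1542 copies (log2 odds ratio 7.20), ahead of vitellogenin, and Hymenoptaecin and GB11943 had the largest falls (log2 odds ratios -3.25 and -3.05). From V-P- to V+P-, GB19900 rose from 16 to 233 copies and GB17509 from 12 to 105, while GB11754 went from 729 to 18 copies and GB12340 from 344 to 20. From V-P+ to V+P+, GB19900 rose from 46 to 1481 copies and GB13473 from 134 to 1542, while GB12716 went from 320 to 34 copies and GB14261, paired with the fly gene CG12813, from 2805 to 322. All of these directions held when the counts were set against the tags on honey bee genes, TMM or DESeq2 library sizes, or all sequenced tags. Neither the counts nor the supplied part of Additional file 2 pairs the other identifiers with a gene name. That part holds 1999 of 3036 tags for V-P+/V-P-, 1999 of 2070 for V+P+/V+P-, 1999 of 3520 for V+P-/V-P- and 1291 of 5563 for V+P+/V-P+.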

The number of genes, whose expression level was significantly affected by pollen feeding or varroa-parasitism at an adjusted *P*-value for multiple comparison (*Q*-value) <0.01 is given in Table 2 and the lists are provided in Additional file 2. 

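From V-P- to V-P+, 1336 genes were called upregulated and 1123 downregulated, and 186 had tags passing in both directions. Between the parasitized libraries, from V+P- to V+P+, 186 genes were upregulated and 2043 downregulated. With parasitism, from V-P- to V+P-, 207 were upregulated and 2338 downregulated, and from V-P+ to V+P+, 30 were upregulated and 3761 downregulated. The split between the directions moved with the library total. Set against the tags on honey bee genes alone, 838 genes were up and 1676 down in V-P+/V-P-, 335 up and 936 down in V+P+/V+P-, 1373 up and 774 down in V+P-/V-P-, and 984 up and 448 down in V+P+/V-P+. Of the 2338 genes downregulated in V+P-/V-P- against the total aligned tags, 774 were also down and 294 were up against the tags on honey bee genes, and of the 3761 in V+P+/V-P+, 448 were also down and 675 were up. With TMM library sizes the counts were 1241 up and 1225 down, 639 and 361, 958 and 1075, and 623 and 721, in the order of comparisons used above. Against all sequenced tags they were 1746 up and 831 down, 234 and 1525, 1415 and 745, and 125 and 1847. An edgeR exact test that assumed a biological coefficient of variation of 0.4 left 15 genes up and 2 down in V-P+/V-P-, 5 up and 0 down in V+P+/V+P-, 0 up and 2 down in V+P-/V-P-, and 0 in V+P+/V-P+.

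**Figure D2:**
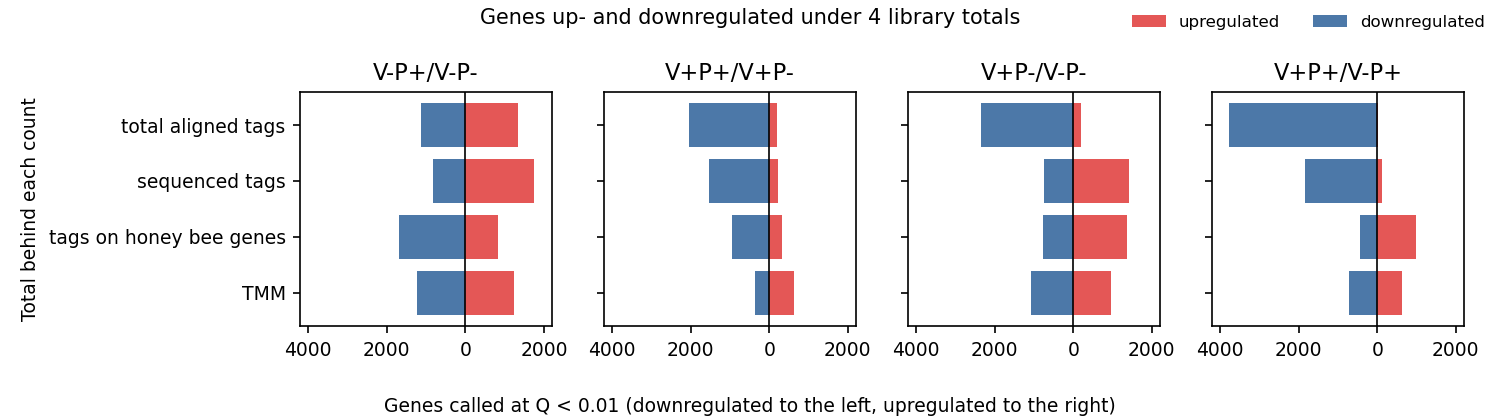
Number of genes called at Q < 0.01 in each comparison, downregulated to the left and upregulated to the right, when each count was set against 4 library totals. Against the total aligned tags 2338 genes were down in V+P-/V-P- and 3761 in V+P+/V-P+, and against the tags on honey bee genes 774 and 448.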

While a similar number of genes were up- and downregulated by pollen nutrition in healthy bees, varroa-parasitism had a major inhibitory effect on gene expression. This inhibition at the transcription level might explain the loss of weight and the decreased metabolism induced by varroa in emerging bees [20].

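The library total also moved the typical gene. Over genes with at least 20 copies in the 2 libraries compared, the median log2 odds ratio against the total aligned tags was 0.05 in V-P+/V-P-, -0.54 in V+P+/V+P-, -0.56 in V+P-/V-P- and -1.17 in V+P+/V-P+, and against the tags on honey bee genes it was -0.23, -0.24, 0.17 and 0.14. Single gene values are to be read relative to these medians. In counts drawn so that each tag kept its share of the tags on honey bee genes, 2904 genes were called downregulated in V+P-/V-P- and 4191 in V+P+/V-P+ when set against the total aligned tags. Against the tags on honey bee genes there were 0 in each, which follows from the way of drawing and does not favour that total. The same draws gave 753 upregulated genes in V-P+/V-P- and 742 downregulated genes in V+P+/V+P- against the total aligned tags. From the number of downregulated genes in Table 2, the paper states that varroa parasitism mainly inhibits gene expression, and it proposes that this inhibition accounts for the lower weight and metabolism of bees that emerge parasitized.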

**Table 2:** Genes differentially transcribed after pollen feeding or varroa parasitism

Comparisons	Upregulated genes	Downregulated genes	Total
V-P+/V-P-	1, 331	1, 140	2, 471
V+P+/V+P-	146	1, 677	1, 823
V+P-/V-P-	169	2, 474	2, 643
V+P+/V-P+	25	3, 789	3, 814

Genes were considered significantly differentially expressed between two treatments if their associated *Q*-value < 0.01.

To assess the reliability of our DGE-tag profiling, we checked whether the regulation of some candidates genes was consistent with the pattern of expression previously reported in earlier studies and performed reverse-transcriptase PCR (RT-PCR) on those genes. Vitellogenin (Vg) is a yolk protein taken up by developing oocytes and associated to egg production in queens [33,34] but also has antioxidant functions that protect bees from oxidative stress and enhance longevity [35,36]. Therefore, *Vg *level can be assimilated to an indicator of longevity. Since, pollen nutrition promotes the development of fat body [12,17] and *Vg *is synthesized in the fat body [35], we expected an increase in *Vg *level in bees fed with pollen as previously found [37]. That was both confirmed by the DGE and RT-PCR analysis (Additional file 2 and Figure 1). This suggests that one way by which pollen feeding increase longevity [7] is via the increase of *Vg *level. 

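Vitellogenin (GB13999) had 124 copies in V-P- and 56705 in V-P+, a log2 odds ratio of 8.78 (odds ratio 439, 95% interval 368 to 527). In parasitized bees it had 168 copies in V+P- and 11331 in V+P+, a log2 odds ratio of 6.01 (odds ratio 64.2, 95% interval 55.2 to 75.3). Its most abundant tag alone, at position 5104, moved the value in healthy bees most, to a log2 odds ratio of 10.58, and TMM library sizes moved that in parasitized bees most, to 6.56. Both increases also passed the edgeR test that assumed a biological coefficient of variation of 0.4.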

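Among pollen-fed bees, the copies of vitellogenin fell by 3.05 on the log2 scale from V-P+ to V+P+ (odds ratio 0.121, 95% interval 0.118 to 0.123), and by 1.74 when set against the tags on honey bee genes. Without pollen, the log2 odds ratio of V+P- to V-P- was -0.28 (Q = 0.203), and the tag at position 5104 alone gave 1.11, with 33 copies in V-P- and 117 in V+P-. The tag at position 3552 went the other way, from 90 to 39 copies (odds ratio 0.263, Q = 9.28e-12). Under the other library totals the summed copies gave log2 odds ratios from 0.27 to 0.84. Only the last, against sequenced tags that were neither adaptor nor virus, passed.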

Interestingly, varroa parasitism decreased the *Vg *level in bees fed with pollen (see also [38]), but this level was still significantly higher than in parasitized bees restricted to a sugar diet.

**Figure 1:**
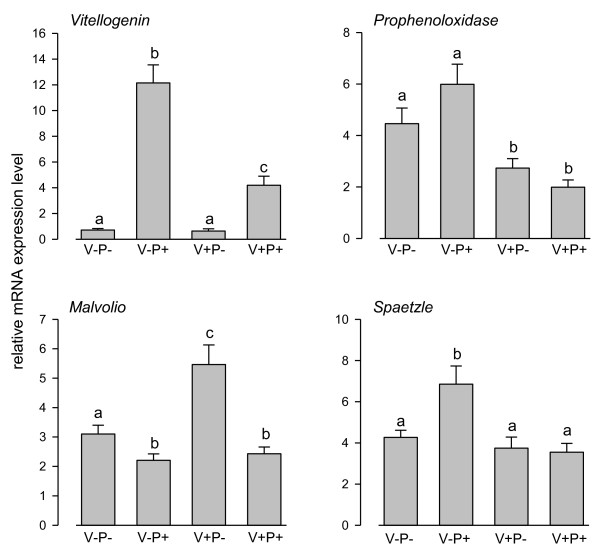
**Marker genes affected by pollen feeding or varroa parasitism**. Expression values of the 4 genes chosen among the set of genes differentially transcribed between the different treatments. RT-PCR data normalized to *β-actin *are shown. Means ± SE are shown for 8 pools of 3 bees per treatment. Different letters indicate significant differences detected by Mann-Whitney U tests.

Another interesting gene is *malvolio *(*mvl*), which encodes a manganese transmembrane transporter involved in sucrose responsiveness [39]. In honey bees, foraging workers that are more responsive to sucrose have a higher level of *mvl *mRNA in the brain than young nurses taking care of the brood inside the hive [40]. Pollen feeding induced an expression pattern opposite to *Vg *(Figure 1). Bees fed only with sugar had a higher level of *mvl *in the abdomen. 

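The gene mvl (GB15139) had 158 copies in V-P- and 75 in V-P+ (log2 odds ratio -1.15, Q = 2.44e-08), and 398 in V+P- and 165 in V+P+ (log2 odds ratio -1.34, Q = 1.43e-24). Forward-strand tags alone moved the value in healthy bees most, to -2.37. Most copies lay on reverse-strand tags, 65.8% in V-P-, 85.3% in V-P+, 77.1% in V+P- and 73.9% in V+P+.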

Since old foragers feed mainly on carbohydrates and young nurses feed on both carbohydrates and pollen [41], emerging bees that are restricted to a sugar diet tend to develop a *mvl *expression profile similar to foragers as compared to bees fed with pollen, which are more similar to nurse bees. Indeed, as opposed to poor diet, a high protein diet might stimulate nurse tasks via the development of hypopharyngeal glands used for secreting larval food [7]. Similarly, *v*arroa parasitism induced an increase in *mvl *level (although not significant in bees fed with pollen), suggesting also a forager profile.

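From V-P- to V+P-, the log2 odds ratio of mvl was 0.61 (Q = 1.91e-05), and it no longer passed with forward-strand tags alone (0.03). In pollen-fed bees, from V-P+ to V+P+, it was 0.42 (Q = 0.0557), and it passed with 1.74 when the copies were set against the tags on honey bee genes.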

The expression level of the gene *prophenoloxidase *(*PPO*), involved in insect immunity [42], was also confirmed by RT-PCRs (Figure 1) and previous data. Indeed, varroa parasitism inhibited *PPO *expression, which was consistent with the immune suppression previously reported [21], but pollen feeding did not affect *PPO *level (see also [17] at the enzyme activity level).

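PPO (GB18313) had few copies, 33 in V-P-, 43 in V-P+, 27 in V+P- and 11 in V+P+, so only large differences were detectable. From V-P+ to V+P+ the log2 odds ratio was -2.68 (Q = 2.36e-09), and it passed with TMM library sizes (-1.53) and against all sequenced tags but not against the tags on honey bee genes (-1.37). Without pollen it was -1.01 from V-P- to V+P- (Q = 0.0209), and it passed only when each gene was represented by its most abundant tag, at position 1559 on the reverse strand, with 17 and 7 copies. Pollen gave log2 odds ratios of 0.30 in healthy bees (Q = 0.635) and -1.37 in parasitized bees (Q = 0.0241).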

Finally, we checked the expression level of the *Drosophila *ortholog *spaetzle*, which is a member of the *Toll *immune signaling pathway against fungi and bacteria [42]. The DGE-tag profiling of this gene, confirmed by RT-PCR, showed that pollen feeding significantly increased the number of *spaetzle *transcripts in healthy bees (Figure 1), which suggests that pollen nutrients can enhance immune function in bees. 

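The gene spz (GB15688) had 52 copies in V-P- and 176 in V-P+, a log2 odds ratio of 1.68 (odds ratio 3.21, 95% interval 2.34 to 4.46, Q = 1.13e-14). Under the other library totals the odds ratio ranged from 2.64 to 3.68 and passed under each.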

The expression of this gene was reduced by varroa parasitism in bees fed with pollen, supporting again the immune suppression induced by varroa. 

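From V-P+ to V+P+ the copies of spz went from 176 to 82, a log2 odds ratio of -1.81 (Q = 5.22e-22). The fall passed with TMM library sizes (-0.67) and did not pass against the tags on honey bee genes (-0.50).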

Altogether, these results validated the DGE-tag profiling of the four libraries.

### Functional analysis of differentially expressed genes

Gene Ontology analysis was performed to explore which functional components are regulated by pollen feeding and affected by varroa parasitism. Although the pollen wall, composed of sporopollenin and cellulose, is poorly digested by honey bee digestive enzymes, 50 to 98% of pollen contents can be extracted from ingested pollen, depending on pollen type and age of the bee [10]. Bees of 9 days-old, close to the age of bees that we analyzed, can digest as much as 95% of pollen contents [41]. The upregulation of many metabolic functions in bees fed with pollen highlights the high digestibility of pollen (Figure 2A). Indeed, in response to pollen nutrients, composed mostly of proteins and lipids, genes involved in proteolysis, lipid metabolism and coding for peptidases were upregulated. Carbohydrate metabolism was also upregulated by pollen feeding, suggesting a digestive response to pollen starches. Besides the metabolic categories, "oxidative phosphorylation" and "generation of precursor metabolites and energy" showed significant enrichment among the tested categories. This might not be surprising since nutrients are used to produce energy, like ATP via oxidative phosphorylation.

**Figure 2:**
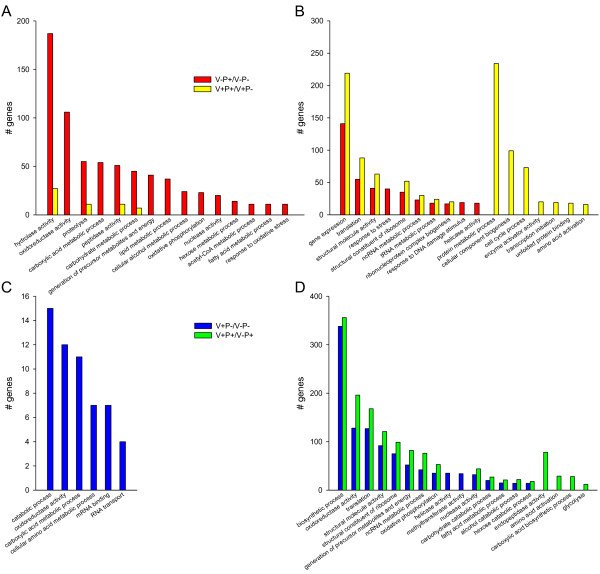
**Functional (Gene Ontology) analysis of genes affected by pollen feeding (A, B) or varroa parasitism (C, D)**. The lists of genes regulated by pollen feeding or varroa parasitism were analyzed for statistical enrichment of associated GO terms (*P *< 0.05), relative to the representation of these terms for all genes analyzed with DGE. Molecular function and biological process that were enriched in upregulated (A, C) and downregulated gene sets (B, D) are shown.

Groups of genes implicated in translational processes and ribosome biogenesis were downregulated by pollen feeding (Figure 2B). In all eukaryotes, ribosome biogenesis and translation regulation are essential for tissue growth and are regulated by food intake. Proper regulation of those processes are required to ensure cell and tissue homeostasis upon changes in nutrition and are inhibited during starvation for dietary nutrients [2]. Therefore, an upregulation of ribosome biogenesis and translation was expected upon pollen feeding. However, the majority of pollen consumption and tissue development (e.g. hypopharyngeal glands, ovaries and fat body) occur within the first week after adult emergence [43]. The prior completion of physiological development before our analysis could explain the downregulation of translational processes and ribosome biogenesis.

The effect of pollen nutrition on honey bee physiology was dramatically altered by varroa parasitism. Whereas groups of genes involved in ribosome biogenesis and translation were also downregulated, metabolic categories were no longer upregulated (Figure 2A). Only small sets of genes involved in proteolysis, peptidase activity and carbohydrates metabolism were still upregulated by pollen nutrition. In contrast most of the genes implicated in protein metabolism were downregulated in varroa-parasitized bees (Figure 2B), demonstrating that varroa mites inhibited the digestion and/or the use of proteins. In addition, the "lipid metabolic process", "oxidative phosphorylation" and "generation of precursor metabolites and energy" categories were no longer enriched. Metabolic processes were also found to be mostly downregulated by varroa parasitism in prepupae [22]. Altogether, these results indicate that parasitized bees could not correctly assimilate and use the pollen nutrients required for their physiological development.

This was further confirmed by the effect of varroa on the bee transcriptome. Functional analysis showed that all of the previous categories, such as ribosome biogenesis, translation, metabolic functions and energy production, were inhibited by the varroa mite (Figure 2D). The inhibition by varroa of ribosome biogenesis and translation, essential to cell growth, might lead to lower tissue development. The lower concentrations of proteins and carbohydrates induced by varroa [20] might be explained by our results on the inhibition of metabolic genes and genes coding for endopeptidase. This reduction of metabolic reserves induced by varroa was reported at the emergence [20], therefore the downregulation of metabolic genes lasting 8 days after the emergence in bees fed with pollen, demonstrates that pollen nutrients are not able to compensate those losses.

A large set of genes were regulated by pollen feeding both in parasitized and non-parasitized bees and presented a similar expression pattern (Table 3 part 1). However, a subset of genes was upregulated by pollen feeding in healthy bees and downregulated in parasitized bees. 

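Of the genes called by tag in both pollen comparisons, 148 were upregulated in both, 747 were downregulated in both, 411 were upregulated in healthy bees and downregulated in parasitized bees, and 8 were the reverse. The odds ratio of this overlap was 33.6 (Woolf 95% interval 16.3 to 69.2), given without a p-value because genes are not replicates, and 68.1% of these genes moved in the same direction. Counting the genes with tags in both directions on both sides moved the odds ratio most downwards, to 9.48. The opposite subset depended on the library total, and was 73.5% of the genes called in both that were upregulated in healthy bees against the total aligned tags and 25.9% (73 genes) against the tags on honey bee genes. With TMM library sizes it held 31 genes, or 6.98%, and against all sequenced tags 398 genes, or 67.3%.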

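Of the genes called in both varroa comparisons, 12 were upregulated in both and 1931 downregulated in both, while 137 were upregulated without pollen and downregulated with pollen and 9 were the reverse (odds ratio 18.8, Woolf 95% interval 7.78 to 45.4). Against the tags on honey bee genes, 523 were upregulated in both and 133 downregulated in both, with 105 and 126 in the opposite cells and an odds ratio of 5.26. Of the genes called in both that were upregulated without pollen, those downregulated with pollen made up 91.9% against the total aligned tags, 16.7% against the tags on honey bee genes and 87.4% (520 genes) against all sequenced tags.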

A similar pattern was observed regarding the effect of varroa on bees fed with or without pollen (Table 3 part 2). In order to decipher the biological meaning of those opposite regulations, we performed a functional analysis of those subsets. Among the subset upregulated by pollen feeding in healthy bees but downregulated in parasitized bees, groups of genes are involved in ribosome biogenesis, translation, protein metabolism and energy production (Additional file 3 part A). The subset upregulated by varroa parasitism in bees fed without pollen but downregulated in pollen-fed bees, showed significant enrichment for genes coding for oxidoreductase and involved in amino acid metabolism (Additional file 3 part B). Those results confirmed the negative effect of varroa on those previously reported functions. Indeed, the energy metabolism and nutrient demand of the mite is high, utilizing up to 25% of the nutritional reserves of pupae [44]. The decrease in metabolic reserves lasting in adults might come from the development of viruses transmitted by mites at the larvae or pupae stage.

**Table 3:** Overlap of genes regulated in the abdomen by pollen feeding or varroa parasitism

**1)**		**Varroa -**			**2)**	**Pollen -**			
			
		**Pollen ↑**	**Pollen ↓**	**Significance**			**Varroa ↑**	**Varroa ↓**	**Significance**
			
Varroa +	Pollen ↑	111	8	*χ2 *= 190.1	Pollen +	Varroa ↑	8	7	*χ2 *= 74.6
	Pollen ↓	244	624	*P *< 0.001		Varroa ↓	81	1925	*P *< 0.001

1) Number of genes regulated by pollen feeding in bees parasitized (Varroa +) or not by varroa (Varroa -). 2) Number of genes regulated by varroa parasitism in bees fed with (Pollen +) or without pollen (Pollen -). ↑ and ↓ indicate genes that are up- or downregulated. Chi-square tests with Yates correction were performed to determine whether overlapping genes follow the same pattern of expression between the two conditions.

Similar results to the functional analysis were found with the pathways analysis (Additional file 4). Using the later analysis, we also studied the effect of pollen and varroa on amino acids. Indeed, honey bees require ten essential amino acids for their adult development: arginine, histidine, lysine, tryptophan, phenylalanine, methionine, threonine, leucine, isoleucine, and valine [45]. This means those amino acids cannot be synthesized *de novo *by the bees and therefore must be supplied directly in the diet either as free amino acids or digested from proteins. We therefore looked at the amino acid metabolism pathways that were significantly enriched after pollen feeding and found that four of them (arginine, leucine, isoleucine, and valine) were upregulated (Additional file 4). Interestingly, five of those amino acid pathways were downregulated by varroa (lysine, tryptophan, leucine, isoleucine, and valine), confirming that varroa significantly reduces the development of bees. However, none of these essential amino acid pathways were significantly affected in varroa-parasitized bees fed with pollen compared to parasitized bees restricted to a sugar diet, suggesting that pollen nutrients compensated for the negative impacts of varroa on the metabolism of those amino acids.

### Effects of pollen feeding and varroa parasitism on the nutrient sensing pathway

The insulin/TOR pathway is a conserved signaling cascade that functions as a nutrient sensing pathway by linking food-intake to animal growth and metabolism, including reproduction and lifespan [46,47]. In honey bees, this pathway plays a major role in the regulation of aging of individuals [35,48] but also at a social level by regulating the division of labor between worker bees [49,50]. Less is known about the nutrient regulation of this pathway in honey bees. However, a recent study showed that the inhibition of *Insulin receptor substrate *expression in peripheral tissues (as opposed to central brain tissues) made forager bees collect pollen rather than nectar [51]. 

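Values were obtained for 6 genes that the paper places in or next to the TOR pathway. From V-P- to V-P+, Tsc1 (GB12676) had a log2 odds ratio of 0.77 (716 and 1291 copies, Q = 2.06e-30). Its copies lay mainly on reverse-strand tags (81.6% and 93.4%), and the forward-strand tags alone gave -0.71. Tor (GB11213) had 104 and 124 copies (0.18, Q = 0.594), and it passed with forward-strand tags alone (0.76). Atg1 (GB16313) had 40 and 62 copies (0.55, Q = 0.134), and it passed with its most abundant tag alone (1.15), on the reverse strand. For slimfast (GB15921), with 20 and 44 copies, the value was 1.06 (Q = 0.0173), and it passed against all sequenced tags (1.26). Mo25 (GB10608) was lower with pollen, with 1364 and 1069 copies (-0.43, Q = 2.13e-12), as was gigas (GB14209), with 521 and 363 copies (-0.60, Q = 6.65e-09), and both falls passed under each library total.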

By analyzing the DGE-tag profiling of peripheral tissues (abdomen) we found that most of the genes from the mTOR signaling pathways were upregulated by pollen nutrition in healthy bees (Figure 3). The *insulin-like peptide 2 *(*ILP-2*) expression notably increased in response to pollen nutrition, as it was found in response to amino acids [48], which might promote nurse physiology that extends bee longevity [52]. Altogether these results show that the insulin/TOR pathway responds positively to pollen nutrition and might trigger the pollen-induced physiological development. The opposite effect was observed regarding *ILP-1*, with a higher expression under poor nutrition conditions [50]. However, those inverse patterns might actually be explained by the functional differences of *ILP-1 *and *ILP-2 *[52] . In varroa-parasitized bees, pollen nutrition tended to inhibit this pathway. This could be caused by the higher prevalence of viruses in parasitized bees fed with pollen compared to parasitized bees fed only with sugar (see *Effects of pollen feeding and varroa parasitism on virus prevalence*). Indeed, varroa parasitism (coupled with a higher viral load) induced a similar pattern of the TOR pathway (Figure 3). 

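In parasitized bees, from V+P- to V+P+, the log2 odds ratio was -0.76 for Tor (90 and 56 copies, Q = 0.00684), -0.85 for gigas (353 and 206 copies), -0.65 for Mo25 (1702 and 1140 copies) and -1.44 for Atg1 (54 and 21 copies). Tsc1 had 738 and 922 copies (0.25, Q = 0.00182), and its forward-strand tags alone gave -0.54. For slimfast, with 7 and 17 copies, the value was 1.21 and did not pass (Q = 0.143). Against the tags on honey bee genes the fall of Tor did not pass (-0.46), and with TMM library sizes none of the 4 falls passed. Of the copies of Atg1, 87.0% in V+P- and 66.7% in V+P+ lay on reverse-strand tags, so its forward-strand tags were too few to compare.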

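With parasitism, from V-P- to V+P-, the log2 odds ratio was -0.93 for Tor, -1.28 for gigas, -0.67 for Tsc1 and -0.40 for Mo25, and that of Atg1 (-0.29) did not pass. In pollen-fed bees, from V-P+ to V+P+, it was -1.86 for Tor, -1.53 for gigas, -1.20 for Tsc1, -0.62 for Mo25 and -2.27 for Atg1. Set against the tags on honey bee genes, Tor no longer passed in either comparison (-0.20 and -0.55), Tsc1 was near its level without parasitism (0.05 and 0.11), and Mo25 was higher in parasitized bees (0.33 and 0.69). On that scale gigas was still lower without pollen (-0.55) and did not pass with pollen (-0.22). Nor did Atg1 pass with pollen on that scale (-0.96). Of its copies 96.8% in V-P+ and 66.7% in V+P+ lay on reverse-strand tags, so the value of its forward-strand tags alone (1.09 against the total aligned tags) rests on few copies.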

The parasite inhibits protein metabolism and decreases the nutrient reserve of bees (see above), which might be explained by the downregulation of the TOR pathway mediating tissue growth in response to nutrient intake. This is further confirmed by the inhibition of *slimfast *by varroa parasitism in bees fed with pollen. 

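From V-P+ to V+P+, slimfast went from 44 to 17 copies, a log2 odds ratio of -2.08 (odds ratio 0.236, 95% interval 0.126 to 0.421, Q = 2.43e-07). Against the tags on honey bee genes the value was -0.77 and did not pass. Of the copies, 70.5% in V-P+ and 64.7% in V+P+ lay on reverse-strand tags. Forward-strand tags alone gave -1.83, which did not pass, and the most abundant tag alone passed (-2.52). Without pollen slimfast had 20 copies in V-P- and 7 in V+P- (-2.23, Q = 0.000707), and -1.51 against the tags on honey bee genes, which did not pass. Nor did that fall pass with forward-strand tags alone (-3.04) or the most abundant tag alone (-1.72).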

The downregulation of this gene, which encodes an amino acid transporter and is a downstream target of TOR pathway, causes a deficient global growth in *Drosophila *similar to that seen in individuals raised under poor nutritional conditions [46,53].

**Figure 3:**
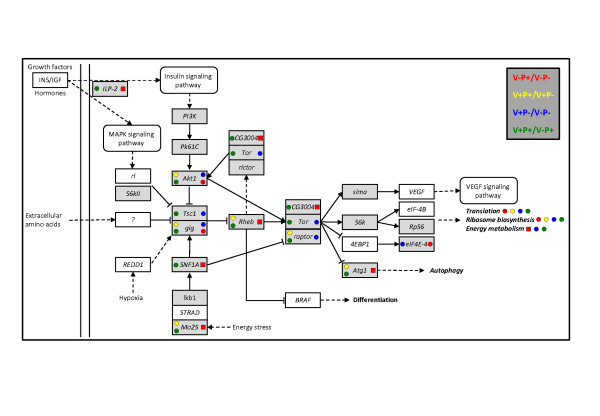
**mTOR signaling pathway affected by pollen feeding or varroa parasitism**. Genes from the *Drosophila *mTOR signaling pathway that were differentially transcribed after pollen feeding or varroa parasitism. The pathway was modified from KEGG: Kyoto Encyclopedia of Genes and Genomes http://www.kegg.com/. Grey indicates the presence of genes in the bee genome. Squares and circles indicate genes and enriched functions that were up- and downregulated between two treatments, respectively.

TOR is known to respond to the presence of amino acids and induces an upregulation of ribosome biogenesis, translation [2,54-57] and energy metabolism [58,59] required for tissue growth. Interestingly, the downregulation of TOR pathway was followed by the downregulation of each biological process (Figure 3), indicating that the same mechanisms of the nutrient sensing pathway are found in honey bees. The upregulation of the pathway in pollen-fed bees was followed by an increase in energy metabolism but the ribosome biogenesis and translation were both inhibited. As explained above, it is possible that tissue development that requires the activation of translational processes was already completed.

The expression level of genes did not always match well to the activator/inhibitor functions established in the *Drosophila *TOR pathway. The expression patterns correspond to global DGE-tag profilings of whole bee abdomens but many genes possess tissue-specific functions. Therefore, targeting specific tissues like the fat body, which has important storage functions associated with nutrition, should provide more accurate expression data for pathway analysis.

### Effects of pollen feeding and varroa parasitism on genes affecting lifespan and immune genes

Since pollen nutrition and varroa increases and reduces the longevity of bees [12,60], respectively, we looked at the expression pattern of genes that have been found to affect longevity in *Drosophila*. Those genes were found by using the functional analysis from DAVID 6.7 bioinformatic resources [61] and GoToolbox [62]. We found 20 genes including *Vg*, known to affect longevity, to be differentially expressed between the different treatments. A mutation at the loci of each of those genes causes a decrease in longevity except for *Tor*, whose inhibition increase longevity [63]. Among those genes, we expected to find a larger set to be upregulated by pollen feeding than downregulated and inversely regarding varroa effect. 

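Of the 20 genes listed in Figure 4A, the summed copies of 9 were higher in V-P+ than in V-P- (Vg, Sod, VhaSFD, Tpi, Ppt1, lt, ry, Mgat1 and Tsc1), those of 2 were lower (hk and gig), and 9 did not pass. Against the tags on honey bee genes 7 were higher and 3 lower, and against all sequenced tags 10 were higher and 1 lower.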

According to our expectation, 7 out of 10 genes regulated by pollen intake were upregulated in non-parasitized bees (Figure 4A). For example, *Sod *and *Trxr-1*, which encodes a cytoplasmic Cu-Zn superoxide dismutase and a thioredoxin reductase, respectively [64], are known to increase lifespan [65,66], thanks to the degradation of superoxide radicals and H_2_O_2 _or the neutralization of reactive oxygen species. 

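Sod (GB10133) had 2110 copies in V-P- and 3467 in V-P+, a log2 odds ratio of 0.64 (odds ratio 1.56, 95% interval 1.47 to 1.64). It stayed between 0.36 and 0.84 under the other library totals. Trxr-1 (GB14972) had 112 and 133 copies, a log2 odds ratio of 0.17 (Q = 0.576), a difference within counting error, and -0.11 against the tags on honey bee genes.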

The positive effect of pollen feeding on the expression pattern of both genes was confirmed by reverse-transcriptase PCR (RT-PCR) analysis performed on a different set of experimental bees (n = 8 pools of bees per treatment, Additional file 5). Those genes might be involved in the pollen-induced molecular mechanisms that enhance life expectancy of honey bees. However, *Sod 2 *(mitochondrial Mn superoxide dismutase), which is also involved in degradation of superoxide radicals and H_2_O_2 _[64], was not affected by pollen feeding (Additional file 5), contrary to the downregulation found with the DGE analysis. 

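Sod2 (GB14346) had 63 copies in V-P- and 56 in V-P+, a log2 odds ratio of -0.25 (95% interval of the odds ratio 0.577 to 1.23, Q = 0.564). No tag of the gene passed, and its most abundant tag, on the forward strand, gave 0.47.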

Due to the higher level of Vg (Figure 1), a longer lifespan is expected in parasitized bees supplied with pollen compared to parasitized bees fed only with sugar (Figure 4A). However, except *Vg*, genes that were regulated by pollen intake were all downregulated. 

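From V+P- to V+P+, 3 of the 20 genes of Figure 4A were higher (Vg, Ppt1 and Tsc1), 11 were lower and 6 did not pass. The 11 were VhaSFD, Trxr-1, lt, tam, gig, ry, Mgat1, Atpalpha, mthl10, cm and Tor. The split moved with the library total, to 5 higher and 5 lower against the tags on honey bee genes or all sequenced tags, and to 6 higher and 1 lower with TMM or DESeq2 library sizes.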

Whether pollen nutrition can affect varroa resistance remains to be tested but it might be possible that the effect of pollen on the genes affecting longevity is compensated by the increase in Vg. The picture was clearer with regards to the effect of varroa on the 19 genes affecting longevity (Figure 4A and Additional file 5). All of them were downregulated (including *Sod 2 *in presence of pollen, Additional file 5) supporting a decrease of longevity induced by varroa.

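From V-P- to V+P-, 14 of the 20 genes were lower and 0 higher, and from V-P+ to V+P+ 18 were lower and 0 higher. Against the tags on honey bee genes, 7 were higher and 2 lower without pollen, and 2 were higher and 4 lower with pollen. With TMM library sizes these numbers were 5 and 4 without pollen, and 0 and 6 with pollen. Against all sequenced tags they were 7 and 2 without pollen, and 0 and 14 with pollen. Sod2 had 55 copies in V+P+ against 56 in V-P+ (log2 odds ratio -0.74, Q = 0.0149), and 35 in V+P- against 63 in V-P- (-1.57, Q = 8.93e-07). The latter did not pass against the tags on honey bee genes (-0.84). Sod was lower in both comparisons against the total aligned tags (-0.59 and -1.17) and higher in both against the tags on honey bee genes (0.14 and 0.14). With TMM library sizes Sod passed in neither (-0.03 and -0.02). Against all sequenced tags it was higher without pollen (0.16) and lower with pollen (-0.49).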

**Figure 4:**
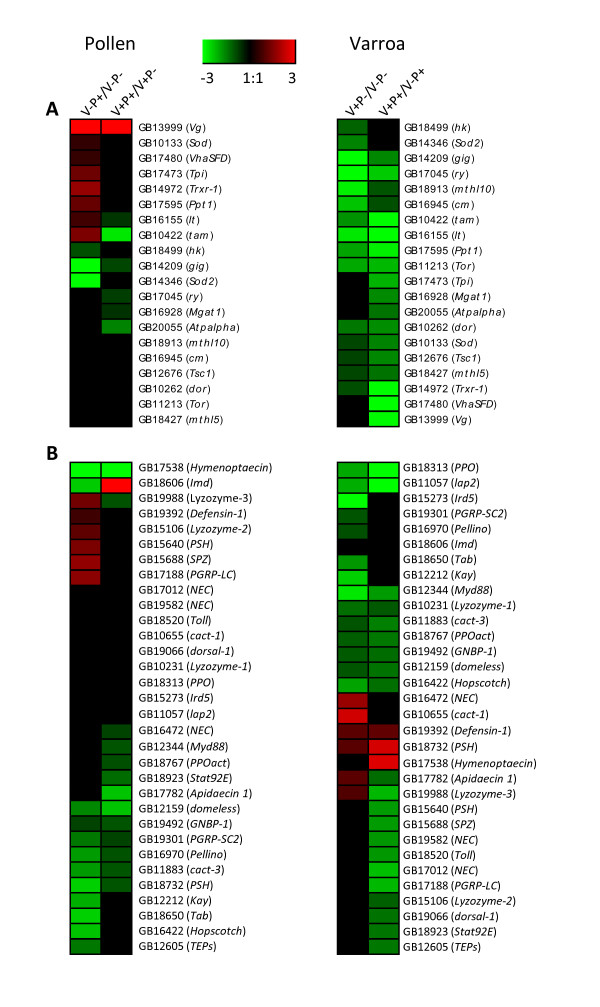
**Immune and lifespan genes affected by pollen feeding or varroa parasitism**. A) Genes from our gene sets that are involved in lifespan in *Drosophila *and honey bees (i.e. *Vg*). B) Immune genes found in honey bees (the list of genes originated from [42]). Colors scale from the heatmap (green to red) indicates log2 transcription ratios. For each gene, accession number and annotation are indicated.

Next, we examined the effect of pollen intake and varroa on the expression pattern of immune genes, that have been previously annotated [42]. Few immune genes were upregulated by pollen feeding in healthy bees (Figure 4B). Three of them encoded antimicrobial peptides (AMPs) (*Lyzozyme-2 *and *-3, Defensin-1*), which might be linked to a higher content of fat body, the major site of synthesis of AMPs. 

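Among the 32 immune genes of Figure 4B, 9 were higher and 12 lower in V-P+ than in V-P-, and against the tags on honey bee genes 7 were higher and 17 lower. Lyzozyme-2 (GB15106) had 356 and 824 copies (log2 odds ratio 1.13), Lyzozyme-3 (GB19988) 1179 and 4203 (1.76), and Defensin-1 (GB19392) 6325 and 10915 (0.71), and all 3 were higher under each library total. Hymenoptaecin (GB17538) had the largest fall of the 32 genes, a log2 odds ratio of -5.47.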

Interestingly, in the absence of immune challenge (healthy bees), *Spaetzle *and the gene coding for the peptidoglycan recognition protein (*PGRP*)-*LC*, which are activators of the *Toll *and *Imd *pathways respectively, were both upregulated by protein feeding. 

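PGRP-LC (GB17188) had 70 copies in V-P- and 228 in V-P+, a log2 odds ratio of 1.63 (odds ratio 3.09, 95% interval 2.35 to 4.09, Q = 6.48e-18). The value ranged from 1.34 to 1.82 under the other library totals.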

The upregulation of those key immune genes confirmed by RT-PCR analysis (Figure 1 for *Spaetzle *and Additional file 5 for *Defensin-1 *and *PGRP*-*LC*) suggests that bees might be able to mount an efficient immune response to pathogen infections. In parasitized bees, only *Imd*, a specific gene for antimicrobial defense, was upregulated by pollen feeding. 

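Imd (GB18606) had 7 copies in V+P- and 38 in V+P+, a log2 odds ratio of 2.37 (odds ratio 5.16, 95% interval 2.28 to 13.7, Q = 2.19e-05). The 7 copies lay on reverse-strand tags, and its main forward-strand tag, at position 453, had 0 copies in V+P- and 32 in V+P+. In healthy bees Imd was lower with pollen, with 56 and 14 copies (log2 odds ratio -2.08, Q = 5.99e-07). Of the 32 genes of Figure 4B, 3 were higher in V+P+ than in V+P- (Imd, Lyzozyme-2 and Lyzozyme-1) and 18 were lower, and against the tags on honey bee genes 5 were higher and 11 lower. Lyzozyme-2 had 432 and 610 copies (0.43).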

A slight increase of *Imd *expression was also observed with RT-PCR analysis although not significant (p = 0.058, Additional file 5). In healthy bees, *Imd *expression did not change after pollen feeding (Additional file 5). Since, protein and amino acid nutrition can enhance immune functions in humans [4,67] and insects [68,69], an upregulation of immune genes was expected. The functional analysis showed that in varroa-parasitized bees fed with pollen, a significant number of genes involved in protein metabolism were downregulated compared to parasitized bees fed only with sugar (Figure 2B). A deficiency in protein metabolism might have affected the immune system of those bees. This immunosupression could be explained by the higher virus load in parasitized bees fed with pollen compared to parasitized bees fed only with sugar (see *Effects of pollen feeding and varroa parasitism on virus prevalence*). However, when fed with pollen, it is possible that parasitized bees invest more energy in other defense mechanisms than immunity which is inhibited by varroa, e.g. the antioxidant system (higher *Vg *level in bees fed with pollen).

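From V-P- to V+P-, 6 of the 32 genes of Figure 4B were higher and 15 lower, and from V-P+ to V+P+ 4 were higher and 21 lower. Against the tags on honey bee genes 10 were higher and 7 lower without pollen, and 11 were higher and 2 lower with pollen. With TMM library sizes the numbers were 9 and 8 without pollen and 9 and 5 with pollen. Against all sequenced tags 11 were higher and 7 lower without pollen, and 7 were higher and 10 lower with pollen. PGRP-LC had 116 copies in V+P- against 70 in V-P- (log2 odds ratio 0.01, Q = 1.00) and 83 in V+P+ against 228 in V-P+ (-2.17, Q = 1.04e-35), and the latter passed against the tags on honey bee genes with -0.86. From V-P- to V+P- it was called higher against the tags on honey bee genes (0.74) and against all sequenced tags (0.76), but not with TMM library sizes (0.56).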

Varroa induced the inhibition of most of the immune genes in bees fed with or without pollen (including *PGRP*-*LC*, Additional file 5). However, a few immune genes were upregulated, like the AMPs (*Defensin-1, Hymenoptaecin, Apidaecin-1 *and *Lyzozyme-3*) and *cact-1*, which controls the production on AMPs [70]. 

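Without pollen, from V-P- to V+P-, Defensin-1 had 6325 and 27234 copies (log2 odds ratio 1.39), Apidaecin-1 (GB17782) 8339 and 28620 (1.06), Lyzozyme-3 1179 and 3672 (0.92) and Hymenoptaecin 545 and 1182 (0.40), and each was higher under every library total. From V-P+ to V+P+, Hymenoptaecin had 13 and 131 copies (2.62) and Defensin-1 10915 and 24784 (0.47), while Lyzozyme-3 went from 4203 to 1669 copies (-2.05) and Apidaecin-1 from 9218 to 6148 (-1.30). The fall of Apidaecin-1 was absent against the tags on honey bee genes (0.01), and it still passed with TMM library sizes (-0.15) and against all sequenced tags (-0.61). The gene cact-1 (GB10655) had 8 copies in V-P- and 36 in V+P- (1.45, 95% interval of the odds ratio 1.25 to 6.81, Q = 0.0211), and it passed against the tags on honey bee genes (2.18) and with TMM library sizes (2.00). With pollen it had 19 and 30 copies (-0.05).

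**Figure D3:**
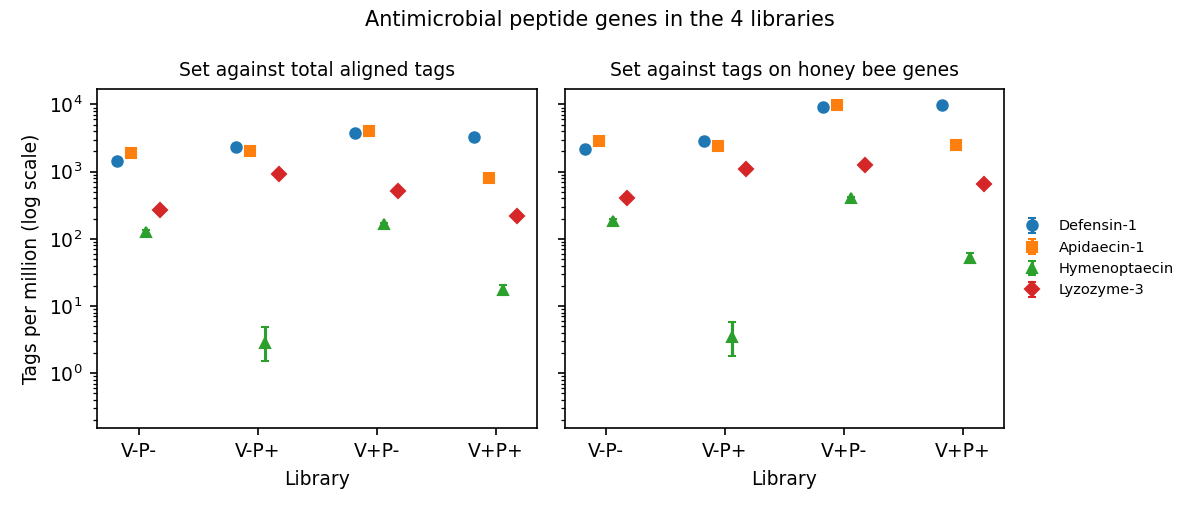
Copies of 4 antimicrobial peptide genes relative to the total aligned tags (left) and to the tags on honey bee genes (right) in each library, on log axes, with exact Poisson 95% intervals for counting error. Between V-P- and V+P- all 4 genes were higher on both scales, and between V-P+ and V+P+ Apidaecin-1 was lower on the left and at a similar level on the right.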

The upregulation of *Defensin-1 *by varroa parasitism was confirmed by RT-PCR analysis (Additional file 5). Those genes, except *Lyzozyme-3 *have already been found to be upregulated by a immune challenge [42]. The mechanisms triggering the immunosupression are still misunderstood but one explanation might be that the deficient protein metabolism induced by varroa and associated viruses (see above) block the development of immune function.

Immune genes that were upregulated by pollen feeding and varroa (Figure 4B) belonged to the antibacterial peptide family or were key activators of immune pathways. Since the characterization of immune defense in honey bee is still at his infancy, it is possible that the others immune genes don't actually play a major role in immune response in bees. Indeed, genes from immune signaling pathway have usually different roles, like developmental functions.

### Effects of pollen feeding and varroa parasitism on virus prevalence

Using the DGE-tag libraries from honey bee abdomen samples, we performed a metagenomic analysis to determine the effects of pollen feeding and varroa on the prevalence of 10 honey bee viruses: Chronic bee paralysis virus RNA 1, Chronic bee paralysis virus RNA 2, Sacbrood virus, Deformed wing virus, Black queen cell virus, Acute bee paralysis virus, Kashmir bee virus, Kakugo virus, *Varroa destructor *virus 1 and Israel acute paralysis virus. All of them were identified in our DGE-tag libraries but very low numbers of tag copies of the Chronic bee paralysis virus RNA 1, Chronic bee paralysis virus RNA 2, Sacbrood virus, Black queen cell virus, Acute bee paralysis virus, Kashmir bee virus and Israel acute paralysis virus were found (from 1 to 65, see data deposited in GEO database: GSE25161) and no difference in their abundance was detected between treatments. However, tags mapping the deformed wing virus (DWV), *Varroa destructor *virus (VDV) and Kakugo virus (KV) were highly prevalent and significantly affected by the different treatments (Table 4). 

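The summed copies of Black queen cell virus were 2 in V-P-, 1 in V-P+, 2 in V+P- and 8 in V+P+, and those of Kashmir bee virus 68, 38, 91 and 81, in the same order. Israel acute paralysis virus had 6, 11, 8 and 8 copies, and Sacbrood virus 1, 0, 2 and 1. Chronic bee paralysis virus RNA 1 had 1 copy, in V+P-, and RNA 2 had 1 copy each in V-P+ and V+P-. The most abundant single tag of these viruses, from Kashmir bee virus, had 65 copies. None of their tags passed Q < 0.01 in any comparison, and at these numbers only large differences were detectable. No tag analysed here was named for Acute bee paralysis virus.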

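The summed copies of DWV were 192312 in V-P-, 535750 in V-P+, 1660508 in V+P- and 2414880 in V+P+. VDV had 1224981, 288037, 2596755 and 2637339 copies in the same order, and KV had 111, 374, 1356 and 9297. Most copies of each virus came from 1 tag (DWV-9489, VDV-9753 and KV-9501, named by virus and position as in Table 4), so the numbers of distinct tags do not measure virus load. The sequences of these viruses are related, and how the authors assigned tags shared between them is not named in the paper's text.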

*Varroa destructor *is an efficient vector of bee viruses by promoting their transmission and development (DWV [19,21], VDV [27], KV [28]) but the presence of viruses in control bees can be explained by a vertical transmission from queens and drones to worker offspring through fertilized eggs [71].

**Table 4:** Effects of pollen feeding and varroa parasitism on the prevalence of honey bee virus

		Number of tag copies				Tag odds ratio		
**Tag ID**	**V-P-**	**V-P+**	**V+P-**	**V+P+**	**V-P+/V-P-**	**V+P+/V+P-**	**V+P-/V-P-**	**V+P+/V-P+**

Deformed winged virus-9489	191, 776	533, 740	1, 653, 968	2, 400, 089	2.85	ns	6.51	3.55
Deformed winged virus-4761	154	254	4, 110	10, 825	1.56	2.51	16.23	26.04

*Varroa destructor *virus-5865	676	902	4, 778	10, 075	ns	2.01	4.3	6.82
*Varroa destructor *virus-9462	10, 611	3, 721	39, 324	31, 578	0.33	ns	2.26	5.2
*Varroa destructor *virus-9753	1, 202, 745	277, 601	2, 514, 691	2, 556, 286	0.17	ns	ns	7.98

Kakugo virus-9501	94	245	1, 139	8, 695	2.47	7.27	7.37	21.68

Virus tags that were differentially expressed between two conditions (*Q*-value < 0.01) in pools of 12 bees. Numbers of tag copies and odds ratio are indicated. *ns *stands for "not significant". Each tag ID is composed of the corresponding virus name and tag position in the sequence (indicated by the last numbers).

As expected, varroa provoked a boost of virus development (Table 4). 

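With parasitism and without pollen, the odds ratio of V+P- to V-P- was 6.51 for DWV-9489, 1.42 for VDV-9753 and 7.37 for KV-9501. From V-P+ to V+P+, it was 3.55, 7.98 and 21.7 for the same tags. The remaining tags of Table 4 (DWV-4761, VDV-5865 and VDV-9462) had odds ratios of 16.2, 4.30 and 2.26 without pollen and 26.0, 6.82 and 5.20 with pollen. All 12 were higher in the parasitized library, and all 12 passed, against the total aligned tags, all sequenced tags and the tags on honey bee genes. The other library totals were not run for these tags. Relative to the tags on honey bee genes the ratios were larger still, up to 64.5 for DWV-4761 with pollen. For all virus tags together, the share of aligned tags in the parasitized library was 1.83 times that in the non-parasitized library without pollen and 3.75 times with pollen.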

Since AMPs have a broad-spectrum antimicrobial activity against bacteria, yeast, fungi, parasites but also viruses [72], the upregulation of AMPs in varroa-parasitized bees (Figure 4B) might represent the immune response to the high viral infection. Different studies showed that pollen nutrients can help the bees to fight against parasites and pathogens [14,15]. For example, a recent study found that pollen nutrition reduce the prevalence of DWV in normal adult bees [16]. 

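From V-P- to V-P+, VDV-9753 went from 1202745 to 277601 copies (odds ratio 0.169, 95% interval 0.168 to 0.169) and VDV-9462 from 10611 to 3721 (0.332, 95% interval 0.319 to 0.344). VDV-5865 moved the other way, from 676 to 902 copies (1.26, Q = 8.83e-05), and did not pass relative to the tags on honey bee genes. Over all 140 VDV tags tested, 27 were lower with pollen and 11 higher, and the ratio of the VDV shares of aligned tags was 0.223.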

We obtained similar results in healthy (non-parasitized) bees with pollen nutrition reducing the load of VDV. However, we observed the inverse pattern with DWV and KV. 

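Between V-P- and V-P+, DWV-9489 had 191776 and 533740 copies (odds ratio 2.85, 95% interval 2.84 to 2.87) and DWV-4761 had 154 and 254 (1.56, Q = 0.000207), of which the latter did not pass relative to the tags on honey bee genes. KV-9501 had 94 and 245 copies (2.47, 95% interval 1.94 to 3.17).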

Viruses utilize cell machinery to multiply, so higher number of cells available could contribute also to a better development of viral population. For example, DWV has been found to multiply in the bee fat body [73] and this tissue is more developed in pollen-fed bees. 

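From V+P- to V+P+, the odds ratio was 1.56 for DWV-9489, 2.51 for DWV-4761, 2.01 for VDV-5865 and 7.27 for KV-9501. It was below 1 for VDV-9462 (0.763) and VDV-9753 (95% interval 0.948 to 0.951), of which the latter was higher with pollen relative to all sequenced tags (1.07) or to the tags on honey bee genes (1.19). All virus tags together had a ratio of shares of aligned tags of 1.13, which was 1.24 for shares of all sequenced tags and 1.39 relative to the tags on honey bee genes.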

We also found that pollen feeding increased viruses prevalence in varroa-parasitized bees, indicating pollen nutrition is not effective for limiting virus loads in heavily infected bees. Larger physiological machinery might, to the contrary, favor their multiplication, but it might also help bees to withstand viral infection.

## Conclusions

With this study, we showed that nutrigenomics, originally developed for human health purposes, is also promising for deciphering the nutritive influence on metabolic pathways in insects. More specifically, this work is the first step towards understanding how pollen nutrients shapes honey bee health. While pollen nutrition enhances macromolecule metabolism and activates the TOR pathway required for the tissue growth and development, it also contains nutrients that stimulate the expression of genes involved in longevity, like genes coding for antioxidants (*vitellogenin *and *superoxide dismutase*). However, the negative impacts of varroa on the bee metabolism and immune functions could not be reversed by pollen feeding. By inhibiting the macromolecule metabolism (notably proteins), varroa parasitism prevented bees from accessing the beneficial effects of pollen. This demonstrates that pathology associated to varroa is extremely virulent and difficult to reverse, probably due to the multiplication of multiple viruses transmitted by the mite.

In the future, studying more specific tissues (like fat body) and particular dietary components will hopefully provide a more complete and comprehensible picture of the beneficial or adversarial effects of pollen components in bees. Finally, given that honey bees are victims of a wide range of pathogens that might be less virulent than varroa, developing dietary intervention based on knowledge of nutritional requirement and status can be useful to prevent, mitigate or cure chronic disease.

## Methods

### Experimental treatments

The experiment was performed with local hybrid honey bees (*A. m. ligustica*/*A. m. mellifera*). In order to obtain a large number of varroa-infected bees, an infested colony that was not treated with miticide was selected. The multiple-mated queen was placed in a queen cage to stop egg-laying for 10 days. After 10 days, all the brood produced before the queen confinement was sealed and the mites had no brood cell to parasitize. Then, the queen was transferred to a queen-excluder for 3 days with an empty frame. The brood produced by the queen on this frame was then uniformly parasitized by varroa mites. Three weeks after the queen laid eggs in the queen-excluder, the frame was removed from the colony and the sealed cells were opened carefully to remove the adult workers just before emergence and to check for the presence of reproducing varroa mites. Varroa-parasitized bees with deformed wings were discarded due to their extremely short lifespan.

Varroa-parasitized and non-parasitized bees (control) were placed in distinct cages in the dark at 32°C and 70% RH and fed *ad libitum *with candy (30% honey, 70% powdered sugar) and water. To simulate as much as possible the colony rearing conditions, cages were exposed to a Beeboost^® ^(Pherotech), releasing one queen-equivalent of queen mandibular pheromone per day. Half of the groups were also fed with a polyfloral pollen diet, which was replaced every day and prepared with fresh pollen obtained from our colonies in Avignon (France) and 1/10 water. Thus we obtained 4 experimental groups: control bees without a pollen diet (V-P-), control bees fed with pollen (V-P+), varroa-parasitized bees without a pollen diet (V+P-) and varroa-parasitized bees fed with pollen (V+P+). Since their pollen consumption diminishes when bees are 8-10 days old [41], bees from each group were flash frozen in liquid nitrogen at the age of 8 days. One group (pool of 12 bees) per treatment was used for comparing the 'average' responses to the different treatments with the digital transcriptome analysis. Single replicate analyses have generated consistent results in previous studies [30,31,74], but confirmation of some of the results obtained from digital expression analysis was performed with RT-PCR on four new experimental replicates (see below). The quantities of pollen consumed in the V-P+ and V+P+ groups were similar (8.2 ± 2 and 7.7 ± 2.6 mg per bee and per day, respectively).

### Digital transcriptomics

Twelve abdomens per group were homogenized in Trizol (Invitrogen cat. No. 15596-026) and RNA extraction was carried out as indicated in the Qiagen RNeasy kit (Qiagen cat. No. 74104) for total RNA with on-column DNase I treatment (Qiagen cat. No. 79254).

Sequencing libraries were constructed using Illumina's DGE Tag Profiling DpnII Sample Prep kit (Illumina cat. No. FC-102-1007) according to the manufacturer's instructions (cat. No. 1004241 rev.A). Briefly, polyA+ RNA were isolated from 2 μg of total RNA using Sera-magnetic oligo-dT beads. Reverse transcription was performed on immobilized polyA+ RNA using SuperScript II Reverse Transcriptase (Invitrogen cat. No. 18064-14). Second strand was synthesized using DNA Polymerase I. Immobilized cDNAs were digested with DpnII. Digested fragments were washed off, and the retained cDNA fragments were ligated to GEX DpnII Adapter 1. Tags were released by MmeI digestion generating 20 bp tags that are dephosphorylated using CIAP and ligated to GEX Adapter 2. The adapter-ligated cDNA tags were enriched using 15 cycles of PCR, and purified on a 6% Novex TBE PAGE gel (Invitrogen cat. No. EC6265Box). 85-bp fragments were excised from the gel, eluted and precipitated. Tags were quantified on an Agilent Bioanalyzer using DNA1000 chip (Agilent cat. No. 5067-1504). Each library was diluted to 10 nM, denatured, and diluted again to 8 pM. 100 μl of the diluted library were hybridized on a lane of an Illumina's Flow Cell. Clustering and 36 cycles sequencing were performed according to Illumina's instructions.

### Analysis and mapping of DGE tags

We first filtered the raw data via the default Illumina pipeline quality filter, which calculates a Chastity score as the ratio of the highest of the four (base type) intensities to the sum of highest two. This score is used to remove clusters with low signal to noise ratio (often caused by clusters being too close to each other so their signals bleed into one another). The sequences were passed through the chastity filter of value > = 0.6. Then, adapters were trimmed from tag sequences by an in-house script. Reads displaying sequence ambiguity were excluded from further analysis. For each library, read counts were recorded for every unique sequence. Tag sequences were mapped to the honey bee genome (BeeBase Genome - release 2 http://genomes.arc.georgetown.edu/drupal/beebase/?q=home) with Eland v1.4, and only perfect tag matches of coding sequences were kept for statistical analysis. Mapping was also performed on different sequences of honey bee virus genomes (Chronic bee paralysis virus RNA 1: GenBank EU122229, Chronic bee paralysis virus RNA 2: EU122230, Sacbrood virus: AF092924, Deformed wing virus: AJ489744, Black queen cell virus: AF183905, Acute bee paralysis virus: AF150629, Kashmir bee virus: AY275710, Kakugo virus: AB070959, Varroa destructor virus 1: AY251269 and Israel acute paralysis virus: EF219380).

In the case of tag census, the probability distribution of the measured parameter 'tag abundance' is known *a priori *and follows a hypergeometric distribution. Accordingly, the probability that 2 census of the same transcript in 2 different conditions are significantly different can be calculated without replicate. Differentially expressed tags were therefore identified by a Fisher's exact test with Benjamini-Hochberg method, which controls the expected proportion of incorrectly rejected null hypotheses (type I errors), to compute the False Discovery Rate and a cut-off *Q*-value of 0.01 as implemented in the SAGE Genie resource http://cgap.nci.nih.gov/SAGE. The expression pattern of the tags was based on their sequence odds ratio between two pools A and B: (sequences in A/total sequences in pool A)/(sequences in B/total sequences in pool B).

### Functional analysis

We explored whether any particular molecular functions or biological processes from the differentially expressed gene lists were represented by larger numbers of genes than expected on the basis of chance. *Drosophila melanogaster *orthologs were identified by reciprocal best BLASTX match to bee genes, and Gene Ontology (GO) terms were assigned based on annotation of *Drosophila *genes. GOToolBox [62] was used to identify overrepresented terms (hypergeometric tests followed by the Benjamini Hochberg correction for multiple testing). Enrichment analysis of bio-pathways were performed using DAVID 6.7 bioinformatic resources [61].

### Verification by reverse-transcriptase PCR

RT-PCR was performed on selected genes known to be affected by nutrition and varroa parasitism (*vitellogenin *(*Vg*), *malvolio *(*mvl*), *Prophenoloxidase *(*PPO*) and *Spaetzle *(*spz*)), three genes involved in lifespan (*Superoxide dismutase *(*Sod*), *Superoxide dismutase 2 *(*Sod2*), *Thioredoxin reductase 1*(*Trxr-1*)) and three immune genes (*Peptidoglycan recognition protein LC *(*PGRP-LC*), *defensin1, Immune deficiency *(*Imd*)). The RT-PCR analysis was carried out on a different set of bees obtained by using the same experimental procedure (see above). Four experimental replicates per treatment were performed and 2 pools of 3 bees per replicate (cage) were analyzed (n = 8 pools/treatment). The transcript abundance was measured for with an M × 3000 P QPCR Systems (Agilent) and the SYBR green detection method (Agilent cat. No. 600828). RT-PCR values of the selected genes were normalized by using an exogenous human RNA control (*β-actin*) spiked during cDNA synthesis performed with the SuperScript III (Invitrogen, France). Relative expression was calculated by raising 2 to the power of the difference in Ct values. Primer sequences are listed in Additional file 6.

## Authors' contributions

CA and YLC conceived and designed the experiments. CA performed the experiments. CA and HP carried out the molecular genetic studies. CA and CD analyzed the data. CA and YLC wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Frequency of distinct aligned tags in the four DGE libraries**. Click here for file

Additional file 2 **Lists of tags differentially expressed after pollen feeding or varroa parasitism**. The number of copies found in each library, the sequence odds ratio and the *Q*-value are given for each tag. Corresponding honey bee gene and *Drosophila *ortholog are shown. Each tag ID is composed of the corresponding honey bee gene name and tag position in the gene (indicated by the last numbers). *NaN *stands for "not a number" and occurs when the denominator of the odds ratio is 0 (i.e., there are no sequences of a gene in the second tag library). Click here for file

Additional file 3 **Molecular function and biological process that were enriched in overlapping gene sets**. A) Molecular function and biological process from genes that were upregulated in V-P+ but downregulated in V+P+. B) Molecular function and biological process from genes that were upregulated in V+P- but downregulated in V+P+. The number of genes differentially expressed in each pathway is shown. Click here for file

Additional file 4 **Molecular pathways affected by pollen feeding or varroa parasitism**. Pathways that were significantly enriched (*P *< 0.05) in the different gene sets are shown. The analysis was done with DAVID 6.7 bioinformatic resources. Click here for file

Additional file 5 **Analysis with RT-PCR of selected immune and lifespan genes affected by pollen feeding or varroa parasitism**. Expression values of selected lifespan (*Sod, Sod2, Trxr-1*) and immune genes (*PGRP-LC, defensin1, Imd*) differentially transcribed between the different treatments. RT-PCR data normalized to *β-actin *are shown. Means ± SE are shown for 8 pools of 3 bees per treatment. Different letters indicate significant differences detected by Mann-Whitney U tests. Click here for file

Additional file 6 **Sequences of qPCR primers**. Click here for file

# Supplementary material for: Nutrigenomics in honey bees: digital gene expression analysis of pollen's nutritive effects on healthy and varroa-parasitized bees
**Source:** BMC Genomics. 2011 Oct 10;12:496. doi: 10.1186/1471-2164-12-496
**Supplement:** Additional file 4 — Molecular pathways affected by pollen feeding or varroa parasitism. Pathways that were significantly enriched (P < 0.05) in the different gene sets are shown. The analysis was done with DAVID 6.7 bioinformatic resources.

 Downregulated

 Upregulated

|    | V-P+/V-P- | V+P+/V+P- | V+P-/V-P- | V+P+/V-P+ |                                            |                                   |
|----|-----------|-----------|-----------|-----------|--------------------------------------------|-----------------------------------|
| 23 | 27        | 44        |           |           | Ribosome                                   | Translation                       |
| 23 | 30        |           |           |           | Spliceosome                                |                                   |
| 11 | 14        | 17        |           |           | Aminoacyl-tRNA biosynthesis                |                                   |
|    |           | 19        | 28        |           | Proteasome                                 | Protein and amino acid metabolism |
|    |           | 14        |           |           | Lysine degradation                         |                                   |
|    |           | 10        |           |           | Tryptophan metabolism                      |                                   |
| 17 |           |           | 22        |           | Valine, leucine and isoleucine degradation |                                   |
| 9  |           |           | 14        |           | beta-Alanine metabolism                    |                                   |
| 11 |           |           |           |           | Arginine and proline metabolism            | Lipid metabolism                  |
| 6  |           |           |           |           | Fatty acid elongation in mitochondria      |                                   |
| 14 |           |           | 21        |           | Fatty acid metabolism                      |                                   |
| 14 |           |           |           |           | Glycolysis / Gluconeogenesis               | Energy metabolism                 |
| 12 |           |           |           |           | Pyruvate metabolism                        |                                   |
| 13 |           |           |           |           | Krebs cycle                                |                                   |
|    |           | 42        | 59        |           | Oxidative phosphorylation                  |                                   |

# Supplementary material for: Nutrigenomics in honey bees: digital gene expression analysis of pollen's nutritive effects on healthy and varroa-parasitized bees
**Source:** BMC Genomics. 2011 Oct 10;12:496. doi: 10.1186/1471-2164-12-496
**Supplement:** Additional file 6 — Sequences of qPCR primers.

| Gene name            | Gene ID |                    | 5' to 3'                                                       | Reference                         |
|----------------------|---------|--------------------|----------------------------------------------------------------|-----------------------------------|
| <i>Vg</i>            | GB13999 | forward<br>reverse | TTGACCAAGACAAGCGGAACT<br>AAGGTTCTGAATTAACGATGAA                | [1]                               |
| <i>mvl</i>           | GB15139 | forward<br>forward | CCTTGGTATAAAGATTATGACAGGAATATG<br>CAAGAGCACTGTGAAGATACAAGTTATG | [2]                               |
| <i>PPO</i>           | GB18313 | reverse<br>forward | AGATGGCATGCATTTGTTGA<br>CCACGCTCGTCTTCTTTAGG                   | [3]                               |
| <i>spz</i>           | GB15688 | forward<br>reverse | TGCACAAATTGTTTTTCCTGA<br>GTCGTCCATGAAATCGATCC                  | [3]                               |
| <i>Sod</i>           | GB10133 | forward<br>forward | GTCGTTCCGTGTAGTCGAGAA<br>TCCTTTGACTTCACCCTGAAGA                | [4]                               |
| <i>Sod2</i>          | GB14346 | reverse<br>forward | GGTGGTGGTCATTTGAATCATTC<br>AAGAAGTGCAGCGTCTGGTTTAC             | [4]                               |
| <i>Trxr-1</i>        | GB14972 | forward<br>reverse | GCAGTGAATTTTGGTGCAAAAGT<br>CACCTAGACCCCAAGTGCTACC              | [4]                               |
| <i>PGRP-LC</i>       | GB17188 | forward<br>forward | TCCGTCAGCCGTAGTTTTTC<br>CGTTTGTGCAAATCGAACAT                   | [3]                               |
| <i>defensin1</i>     | GB19392 | reverse<br>forward | TGCGCTGCTAACTGTCTCAG<br>AATGGCACTTAACCGAAACG                   | [3]                               |
| <i>Imd</i>           | GB18606 | forward<br>reverse | TGTTAACGACCGATGCAAAA<br>CATCGCTCTTTTCGGATGTT                   | [3]                               |

1. Fischer P, Grozinger CM: **Pheromonal regulation of starvation resistance in honey bee workers (*Apis mellifera*)**. *Naturwissenschaften* 2008, **95**(8):723-729.
2. Ben-Shahar Y, Dudek NL, Robinson GE: **Phenotypic deconstruction reveals involvement of manganese transporter malvolio in honey bee division of labor**. *J Exp Biol* 2004, **207**(Pt 19):3281-3288.
3. Evans JD: **Beepath: an ordered quantitative-PCR array for exploring honey bee immunity and disease**. *J Invertebr Pathol* 2006, **93**(2):135-139.
4. Corona M, Hughes KA, Weaver DB, Robinson GE: **Gene expression patterns associated with queen honey bee longevity**. *Mech Ageing Dev* 2005, **126**(11):1230-1238.

How the deposited data were processed for this re-analysis (not part of the article)

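Abdomens of honey bee workers aged 8 days were pooled by 12 for each of 4 treatments (V-P-, V-P+, V+P- and V+P+), and 1 tag library was sequenced per pool. The authors filtered the reads, removed adaptors and ambiguous reads, counted each distinct 20-bp tag, aligned the tags to honey bee coding sequences and to virus genomes without mismatches, and deposited the raw count of each aligned tag, as the headers of the files and the paper describe it. No normalization had been applied to these counts, which were whole numbers and summed to the total aligned tags of Table 1 in each library. The paper's text does not name how tags with several matches were assigned.

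The depth was between 4373417 and 7566291 aligned tags per library, of which between 2504677 and 3792501 lay on honey bee genes. Exact Clopper-Pearson intervals were computed for shares and exact Poisson intervals for counts, both at 95% and for counting error alone. A count of 0 was taken to allow up to 3 copies.

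The 4 comparisons were those of the paper. Tags were tested by Fisher's exact test against the total aligned tags with Benjamini-Hochberg adjustment at Q < 0.01, and between 48960 and 51195 tags were tested per comparison. Gene values used the summed copies of all tags of a gene. The overlap of pairs of comparisons was described by an odds ratio with a Woolf interval and no p-value. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used, with R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0 for library sizes and for edgeR's exact test. With 1 library per treatment the variation between bees could not be estimated, so edgeR's quasi-likelihood test was not run, and biological coefficients of variation of 0.2 and 0.4 were assumed instead. These are assumed values and not estimates.

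Alternatives set before the data were examined were the library total (tags on honey bee genes, TMM, DESeq2 size factors, or all sequenced tags without adaptors), at least 10 copies per tag, the test per gene, an odds ratio of at least 1.5, genes with tags in both directions counted in both, Q < 0.001, the 2 assumed coefficients of variation, the most abundant tag of a gene alone, and minimum counts of 2 and 10 for the composition. Chosen after seeing the data were forward-strand tags only, the sequenced tags less adaptors and virus tags as the library total, and tags on honey bee genes joined with an odds ratio of at least 1.5.

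Named genes were chosen by a rule set before the data were examined: the 10 genes of Additional file 6, the other genes that the text names and whose identifier could be found in Figure 4 or Additional file 2, and in each comparison the 2 largest rises and the 2 largest falls among genes with at least 100 copies. Gigas, Tsc1, Mo25 and Atg1, which the figures name and the text does not, were included with the genes that the text names. The tag counts that Additional file 2 lists for some of the named genes had been seen when the rule was written. The insulin-like peptides and several genes of Figure 3 could not be matched to an identifier and have no values.

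The tests were tested on simulated data drawn with counting error alone, in which unchanged genes kept their share of the aligned tags. Of 200 genes changed by the same factor up or down, in counts of the size of V+P- and V-P-, 99.5% were recovered by Fisher's exact test. edgeR's exact test recovered 93.5% with a coefficient of variation of 0.2 and 0% with 0.4. Of the unchanged genes, 1 was called by Fisher's test. Neither variation between pools nor the shift in virus share was simulated, so that low number does not carry over to the deposited libraries. Of 2000 simulated intervals, 96.5% held the true ratio. The test with a coefficient of variation of 0.4 can therefore call only changes larger than those simulated.

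Gene lists by function were not tested, because 3 of the 8881 gene identifiers were found in the reference table of 12398 genes and only the first part of Additional file 2 was at hand. The results on gene ontology terms, the comparison with other gene sets and the RT-PCR measurements were therefore not analysed here.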

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

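The test of the reverse-strand virus tags was chosen only after the result was seen, and the other results below were compared by their direction alone.

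Imd (GB18606) moved in opposite directions with pollen, with a log2 odds ratio of -2.08 in healthy bees and 2.37 in parasitized bees. With varroa it had -3.72 without pollen and 0.73 with pollen, and the latter did not pass against the total aligned tags (Q = 0.173) but was called higher under each of the other library totals (1.41 to 2.04). Lyzozyme-3 (GB19988) moved in opposite directions for both factors, with 1.76 for pollen in healthy bees against -1.21 in parasitized bees, and 0.92 for varroa without pollen against -2.05 with pollen. These are differences between pairs of single libraries, and each difference was not tested. The directions held under each library total that was run (tags on honey bee genes, TMM, DESeq2 size factors, and all sequenced tags with or without virus tags), which argues against the library total as their source. For Imd the counts were low (56, 14, 7 and 38 in V-P-, V-P+, V+P- and V+P+), and its main tag had 0 copies in V+P-, so the rise in parasitized bees rests on few copies. A difference between pools, a sequence variant at the tag site and an effect of the treatments all stay open, and none of these was tested here. For Imd the paper reports RT-PCR on other bees. There pollen did not change Imd in healthy bees, so the fall seen here was not found again. In parasitized bees the paper reports a slight rise that was not significant. Lyzozyme-3 was not among the genes measured by RT-PCR.

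Virus tags on the reverse strand, which the paper does not report, had 3164 copies in V-P-, 2234 in V-P+, 5423 in V+P- and 5633 in V+P+. They were 0.223%, 0.271%, 0.127% and 0.111% of the virus tags, whereas 8.18%, 5.97%, 7.37% and 6.06% of the tags on honey bee genes lay on the reverse strand. The lowest ratio between these shares over the 4 libraries was 22.0. The share on honey bee genes is not a measure of background, since antisense transcripts could add to it, so the ratio does not decide whether the reverse-strand virus tags are background. Background and copies made from the complementary virus strand both stay open. On both diets the share was lower with parasitism, and whether this is technical or biological was not tested.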

How the results depend on the processing

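Chosen only after the results were seen were the tests with forward-strand tags only, with the sequenced tags less adaptors and virus tags as the library total, and with tags on honey bee genes joined with an odds ratio of at least 1.5. Values are given in the order V-P+/V-P-, V+P+/V+P-, V+P-/V-P- and V+P+/V-P+ unless named. For each change given here the cause was not tested, except that an assumed variation between libraries widens the test by construction and a minimum count removes tags by construction.

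The numbers of up- and downregulated genes stayed within 1.5 times the reported ones in all 4 comparisons with a minimum of 10 copies, the test per gene, an odds ratio of at least 1.5, genes with tags in both directions counted in both, Q < 0.001, and forward-strand tags only. They moved with the library total and with an assumed variation between libraries.

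Set against the tags on honey bee genes, 838 genes were up in V-P+/V-P-, 335 up and 936 down in V+P+/V+P-, 1373 up and 774 down in V+P-/V-P-, and 984 up and 448 down in V+P+/V-P+. The odds ratio of the varroa overlap was 5.26. In Figure 4A 5 genes were up and 5 down in V+P+/V+P-, 7 and 2 in V+P-/V-P-, and 2 and 4 in V+P+/V-P+, and in Figure 4B 5 and 11, 10 and 7, and 11 and 2. The named genes gave 100 values, in which those of vitellogenin and Hymenoptaecin in both pollen comparisons are repeated. Of the 100 values, 71 passed in the same direction or stayed without passing, whatever their sign. Another 11 no longer passed, 6 newly passed and 12 reversed. The reversed log2 odds ratios were -0.22 for Apidaecin-1 in V-P+/V-P-, 0.0943 for Defensin-1 in V+P+/V+P-, and, in V+P-/V-P-, 0.29 for Lyzozyme-2, 0.33 for Mo25, 0.14 for Sod and 0.0532 for Tsc1. In V+P+/V-P+ they were 0.0142 for Apidaecin-1, 0.16 for Lyzozyme-2, 0.69 for Mo25, 0.14 for Sod, 0.24 for Trxr-1 and 0.11 for Tsc1. VDV-9753 in V+P+/V+P- was 0.25. Joined with an odds ratio of at least 1.5, 739 genes were up in V-P+/V-P-, 634 down in V+P+/V+P-, 1123 up and 654 down in V+P-/V-P-, and 719 up and 289 down in V+P+/V-P+, and the odds ratio of the pollen overlap was 165.3.

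With TMM library sizes 639 genes were up and 361 down in V+P+/V+P-, 958 and 1075 in V+P-/V-P-, and 623 and 721 in V+P+/V-P+, and the odds ratio of the varroa overlap was 6.02. DESeq2 size factors gave 602 and 386, 965 and 1066, and 623 and 719, and 5.96. In Figure 4A both gave 6 up and 1 down in V+P+/V+P- and 5 and 4 in V+P-/V-P-, and in V+P+/V-P+ 6 were down with TMM and 5 with DESeq2. In Figure 4B both gave 5 up and 7 down in V+P+/V+P-, 8 down in V+P-/V-P- and 5 down in V+P+/V-P+, where 9 were up with TMM and 10 with DESeq2. The reversed values with TMM were 0.34 for Defensin-1 in V+P+/V+P-, 0.11 for Lyzozyme-2 and 0.15 for Mo25 in V+P-/V-P-, and 0.53 for Mo25 and 0.0788 for Trxr-1 in V+P+/V-P+. With DESeq2 they were 0.32 for Defensin-1 in V+P+/V+P-, 0.12 for Lyzozyme-2 and 0.16 for Mo25 in V+P-/V-P-, and 0.53 for Mo25, 0.0792 for Trxr-1 and 0.000194 for Lyzozyme-2 in V+P+/V-P+.

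Against all sequenced tags 1415 genes were up and 745 down in V+P-/V-P-, and 125 and 1847 in V+P+/V-P+, and the odds ratio of the varroa overlap was 4.68. In Figure 4A 1 gene was down in V-P+/V-P-, 5 were up and 5 down in V+P+/V+P-, and 7 and 2 in V+P-/V-P-. In Figure 4B 11 were up and 7 down in V+P-/V-P-, and 7 and 10 in V+P+/V-P+. The reversed values were 0.31 for Lyzozyme-2, 0.35 for Mo25, 0.16 for Sod and 0.0772 for Tsc1 in V+P-/V-P-, 0.0626 for Mo25 in V+P+/V-P+, and 0.10 for VDV-9753 in V+P+/V+P-.

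Against the sequenced tags less adaptors and virus tags 329 genes were up and 1009 down in V+P+/V+P-, 2388 and 321 in V+P-/V-P-, and 845 and 521 in V+P+/V-P+, and the odds ratio of the varroa overlap was 5.03. In Figure 4A 5 were up and 5 down in V+P+/V+P-, 13 and 0 in V+P-/V-P-, and 1 and 4 in V+P+/V-P+, and in Figure 4B 15 and 2 in V+P-/V-P- and 10 and 2 in V+P+/V-P+.

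With an assumed coefficient of variation of 0.2, 172 genes were up and 97 down, 31 and 22, 15 and 291, and 8 and 1427, with odds ratios of 232.3 for the pollen overlap (95% interval 8.58 to 6293) and 505 for the varroa overlap (16.3 to 15686). Each of these overlaps has a cell of 0 genes, so the values exist only because a small constant was added to every cell. With 0.4 they were 15 and 2, 5 and 0, 0 and 2, and 0 and 0, and with 0.4 and TMM 15 and 2, 7 and 0, 0 and 1, and 1 and 0, and in both cases an odds ratio of the overlap cannot be given. With 0.4, 36 of the 100 values of named genes, the repeated ones included, kept their side of the threshold and 64 no longer passed. Whether bees vary that much was not tested.

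Counting genes with tags in both directions on both sides gave an odds ratio of 9.48 for the pollen overlap and 9.92 for the varroa overlap. Forward-strand tags alone reversed Tsc1 in V-P+/V-P- (-0.71) and V+P+/V+P- (-0.54) and Atg1 in V+P+/V-P+ (1.09, on few copies), and the most abundant tag alone gave 1.11 for Vg in V+P-/V-P-.

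With tags counted at least 2 times the libraries held 23241 distinct tags in V-P-, 23919 in V-P+, 22608 in V+P- and 20108 in V+P+, and with at least 10 times 8669, 8959, 8619 and 7598, on 5116, 5190, 5201 and 4861 genes. Genes near the limit of 1 copy cannot be compared at this depth. The alternatives for gene lists were not run, because no list could be made.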

Differences from the paper's values

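No test in this part was chosen only after the result was seen, except where a sentence says so.

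Of the genes called in both pollen comparisons, 411 were upregulated in healthy bees and downregulated in parasitized bees, and the paper's value is 244. Of the alternatives set before the data were examined, an odds ratio of at least 1.5 (232) and Q < 0.001 (301) came within 1.5 times the paper's value, while tags on honey bee genes (73), TMM (31), DESeq2 size factors (31), all sequenced tags (398), at least 10 copies (519), the test per gene (527), genes in both directions counted in both (549) and each assumed coefficient of variation (0) did not.

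Of the genes called in both varroa comparisons, 137 were upregulated without pollen and downregulated with pollen, and the paper's value is 81. An odds ratio of at least 1.5 (79), Q < 0.001 (93), tags on honey bee genes (105), TMM (111) and DESeq2 size factors (113) came within 1.5 times, while all sequenced tags (520), at least 10 copies (169), the test per gene (153), genes in both directions counted in both (177) and each assumed coefficient of variation (0) did not.

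The Sod2 tag at position 633 had 13 copies in V-P+, and the paper's value in Additional file 2 is 1. The paper's count of 13 in V-P- matched. No alternative applies to a single count.

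The following statements of the paper differ from the values found. Over the 20 genes of Figure 4A, 9 were up and 2 down in V-P+/V-P-. The figure shows Trxr-1 and tam as upregulated there, and they had log2 odds ratios of 0.17 (Q = 0.576) and, for tam (GB10422), 0.17 (Q = 0.660). For Trxr-1 no setting that was run called it. It shows Sod2 as downregulated, which had -0.25 (Q = 0.564) and was called under no setting. Additional file 2 lists the Sod2 tag at position 633 with 1 copy in V-P+ and 13 in V-P-, a fall that the deposited counts of 13 and 13 lack. The figure shows Tsc1 as unaffected, which had 0.77 and was not called with an assumed coefficient of variation of 0.4. Tsc1 had -0.71 with forward-strand tags alone, a setting chosen after seeing the values.

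In V+P+/V+P-, 3 of the 20 genes were up and 11 down, and the paper states that vitellogenin alone was up among the genes that responded. Ppt1 and Tsc1 were also up. The odds ratio of Tsc1 was 1.19, and the supplied part of Additional file 2 lists no tag within 1.5-fold of 1. For Tsc1 the 2 calls may therefore rest on unlike thresholds. With varroa, the paper counts Sod2 in pollen-fed bees among the lower genes, citing its RT-PCR. Here it had -0.74 (Q = 0.0149) and was called under no setting.

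Over the 32 genes of Figure 4B, 3 were up and 18 down in V+P+/V+P-, and the paper names Imd as the single upregulated gene, while Lyzozyme-2 (0.43) and Lyzozyme-1 were also up. Lyzozyme-2 had an odds ratio of 1.34 and would not be called with an odds ratio of at least 1.5. In V+P-/V-P- the figure shows Imd and Hymenoptaecin as unaffected, and the text lists Hymenoptaecin as upregulated. The values were -3.72 and 0.40, both past the threshold, and neither was called with an assumed coefficient of variation of 0.4. Hymenoptaecin, with an odds ratio of 1.32, would not be called with an odds ratio of at least 1.5, and Imd would. The figure shows TEPs (GB12605) as downregulated in V-P+/V-P-, where the value was 0.35 (Q = 2.11e-07), and it was called lower under no library total that was run. The paper lists cact-1 as upregulated by varroa. Without pollen it had 1.45 (Q = 0.0211), and it was called with tags on honey bee genes (2.18), TMM (2.00), DESeq2 size factors (2.01), all sequenced tags (2.20) and its most abundant tag alone (2.45). The paper states that varroa lowered PPO. Without pollen the value was -1.01 (Q = 0.0209), and it was called with the most abundant tag alone, and with pollen it was -2.68 and called.

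Figure 3 shows Mo25 and Atg1 as upregulated in V-P+/V-P-. Mo25 had -0.43 and was higher under no setting that was run. Atg1 had 0.55 (Q = 0.134) and was called with its most abundant tag alone (1.15).

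In Table 4 DWV-9489, VDV-9462 and VDV-9753 are given as not significant in V+P+/V+P-, VDV-5865 in V-P+/V-P- and VDV-9753 in V+P-/V-P-. All 5 passed Q < 0.01, with odds ratios of 1.56 for DWV-9489, 0.763 for VDV-9462, 0.948 to 0.951 (95% interval) for VDV-9753, 1.26 for VDV-5865 and 1.42 for VDV-9753 in V+P-/V-P-. With an odds ratio of at least 1.5, all of them except DWV-9489 would not be called. By the ratio of shares that the methods define, DWV-9489 had 1.38 and would not be called either, although the values Table 4 prints for this tag in the other comparisons equal the odds ratios found here (2.85, 6.51 and 3.55). The methods of the paper name only Q < 0.01, and the number of tags in the supplied part of Additional file 2 with an odds ratio within 1.5-fold of 1 was 0 in each of the 4 comparisons. The paper states that tags of all 10 viruses were found, and no tag analysed here was named for Acute bee paralysis virus.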

Other observations

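The tests of the virus tags in the library total were chosen only after the result was seen, and the other tests in this part were set before.

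More genes were called downregulated than upregulated in the comparisons of parasitized with non-parasitized bees and in the comparison of diets in parasitized bees. One candidate explanation is that virus tags, which made up 59.2% and 66.9% of the aligned tags of the parasitized libraries, lower the share of every honey bee gene. Set against the sequenced tags that were neither adaptor nor virus, the percentage of called genes that were lower was 11.8 in V+P-/V-P- and 38.1 in V+P+/V-P+, against 91.9 and 99.2 with the total aligned tags. For these comparisons the values are consistent with that explanation, but in V+P-/V-P- the split went past equality to mostly higher genes, and simulated libraries without any changed gene gave 1308 upregulated genes with this total, because the share of sequenced tags that aligned to honey bee genes also differed (22.6% of the tags that were not from viruses in V-P- and 29.7% in V+P-). Which total comes nearest to the RNA per bee stays open. In V+P+/V+P- the percentage was 75.4 against 91.7, so virus tags in the total are not the whole cause there. With TMM library sizes it was 36.1, and TMM assumes that most genes do not change. An inhibition of transcription by varroa stays open, since a change shared by all genes cannot be measured in tags that are only counted relative to each other.

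In the supplied part of Additional file 2, 33 entries had a count in at least 1 library that differs from the deposited one, and all 33 were for tags on the reverse strand. For 69.7% of these entries every differing count was found in the same library at a tag 1 or 2 bases away in the same gene. Of 1000 randomly drawn reverse-strand entries that match, 6.1% had their first count at such a neighbour, and 10.7% had a neighbour with a first count of 1, the count that most of the differing entries list. Among the 11 entries whose differing counts were all at least 10, it held for 8. This is consistent with counts read from a neighbouring position, and no biological explanation was tested.

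Cases of a gene with called tags in both directions numbered 262 over the 4 comparisons, with a gene counted in each comparison where this occurred. Opposite calls on tags 1 base apart on the same strand, which a shift of the cut by 1 base between libraries could give, were found in 0%. Such a shift is not excluded, because both neighbours had to pass and a neighbour with few copies seldom can. Opposite calls on the forward-strand and reverse-strand tags of 1 GATC site were found in 25.6%, which leaves 195 of the 262 cases without either pattern. For the cases that have them, antisense transcripts and a technical difference between strands cannot be told apart, because each strand is counted in 1 library per treatment. Transcripts with different ends were not tested.

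The share of reverse-strand tags on honey bee genes was higher without pollen, 8.18% against 5.97% in healthy bees and 7.37% against 6.06% in parasitized bees. It was higher without pollen at 52.5% of 2255 sites in healthy bees and at 51.3% of 2256 sites in parasitized bees, and the tags of these sites together had 4.94% against 3.96% and 4.21% against 3.96%. The median share over these sites was 10.3% against 10% in healthy bees and 8.82% against 8.11% in parasitized bees. A nearly even split of sites had been set beforehand as the result against a library-wide difference in how many such tags were kept. By that reading the values argue against it. The reading was changed to undecided after the values were seen, because the percentage such a difference would give at these counts was not computed. Which tags carry the difference was not tested, and neither was an effect of the diet on them.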
